# Expression of Regulatory Platelet MicroRNAs in Patients with Sickle Cell Disease

**DOI:** 10.1371/journal.pone.0060932

**Published:** 2013-04-12

**Authors:** Shilpa Jain, Maria G. Kapetanaki, Nalini Raghavachari, Kimberly Woodhouse, Guoying Yu, Suchitra Barge, Claudia Coronnello, Panayiotis V. Benos, Gregory J. Kato, Naftali Kaminski, Mark T. Gladwin

## Abstract

**Background:**

Increased platelet activation in sickle cell disease (SCD) contributes to a state of hypercoagulability and confers a risk of thromboembolic complications. The role for post-transcriptional regulation of the platelet transcriptome by microRNAs (miRNAs) in SCD has not been previously explored. This is the first study to determine whether platelets from SCD exhibit an altered miRNA expression profile.

**Methods and Findings:**

We analyzed the expression of miRNAs isolated from platelets from a primary cohort (SCD = 19, controls = 10) and a validation cohort (SCD = 7, controls = 7) by hybridizing to the Agilent miRNA microarrays. A dramatic difference in miRNA expression profiles between patients and controls was noted in both cohorts separately. A total of 40 differentially expressed platelet miRNAs were identified as common in both cohorts (p-value 0.05, fold change>2) with 24 miRNAs downregulated. Interestingly, 14 of the 24 downregulated miRNAs were members of three families - miR-329, miR-376 and miR-154 - which localized to the epigenetically regulated, maternally imprinted chromosome 14q32 region. We validated the downregulated miRNAs, miR-376a and miR-409-3p, and an upregulated miR-1225-3p using qRT-PCR. Over-expression of the miR-1225-3p in the Meg01 cells was followed by mRNA expression profiling to identify mRNA targets. This resulted in significant transcriptional repression of 1605 transcripts. A combinatorial approach using Meg01 mRNA expression profiles following miR-1225-3p overexpression, a computational prediction analysis of miRNA target sequences and a previously published set of differentially expressed platelet transcripts from SCD patients, identified three novel platelet mRNA targets: PBXIP1, PLAGL2 and PHF20L1.

**Conclusions:**

We have identified significant differences in functionally active platelet miRNAs in patients with SCD as compared to controls. These data provide an important inventory of differentially expressed miRNAs in SCD patients and an experimental framework for future studies of miRNAs as regulators of biological pathways in platelets.

## Introduction

Sickle cell disease (SCD) is characterized by chronic hemolytic anemia as a result of a single point mutation in the beta-globin gene (Val–Glu) leading to the formation of a sickle hemoglobin (HbS). This HbS molecule has a propensity to polymerize when deoxygenated, rendering the sickle red blood cells (SS RBCs) less deformable with propensity to cause vaso-occlusion in the microvessels. Central in SCD pathogenesis is acute and chronic endothelial injury and inflammation leading to vasculopathy and activation of the coagulation system. Among the many components of the hemostatic system, increased platelet activation plays a catalytic role in SCD vasculopathy [1], [2], [3]. Markers of platelet activation such as a) increased expression of activation dependent antigens, P-selectin and glycoprotein IIbIIIa, on circulating platelets [3], [4], [5], b) increased plasma concentrations of platelet factor 4 [4], beta-thromboglobulin [4], thrombospondin-1 (TSP-1) [6], [7] and soluble CD40 ligand [8] and c) increased numbers of circulating platelet microparticles [3] have been detected in patients with SCD in steady state and are amplified during acute vaso-occlusive crisis [3]. Activated platelets contribute to vaso-occlusive crises and intimal damage by increased adhesion of SS RBCs to the endothelium [9] via secretion of fibrinogen, von Willebrand factor (vWF) [1] and TSP-1 [7], [10]. In addition, activated platelets play a key role in promoting intimal hyperplasia by secreting vasoactive and mitogenic substances for the fibroblasts and smooth muscle cells such as platelet-derived growth factor (PDGF) and transforming growth factor-beta (TGF-β) [11], [12].

Platelets synthesize an elaborate set of proteins in a timely and signal-dependent manner but little is known as to how their transcriptome is modulated. Gene expression studies of platelets were traditionally limited by the low abundance of platelet RNA which stipulates processing of large volumes of blood (∼50 ml) to obtain 1 to 4 µg of RNA. The development of microarray technology paired with RNA amplification techniques has allowed for high-throughput transcript profiling of platelets in multiple disease states including coronary heart disease [13], essential thrombocythemia [14] and systemic lupus erythematosus [15]. We have successfully analyzed the amplified platelet transcriptome in SCD patients from single donors using these techniques [16] and we identified ∼100 differentially expressed genes in SCD as compared to controls with increased expression of genes involved in arginine metabolism and redox hemostasis. This study indicates that platelets from SCD patients have distinct gene expression patterns possibly involved in SCD-specific platelet biology.

One of the significant advances in molecular biology in the past decade has been the recognition of microRNAs (miRNAs) which are small noncoding RNAs of approximately 18–25 nucleotides in length. They regulate target mRNAs by repressing translation or inducing nucleolytic cleavage through their binding to their 3′ untranslated regions (3′ UTR) [17], [18]. More than 800 miRNAs have been discovered in humans, although the function of many remains unknown. There is evidence that at least one third of the human genome is regulated by miRNAs, and perhaps more than 60% of the human protein-coding genes [18]. Recent data suggest an important regulatory role of miRNAs in hematopoietic differentiation such as megakaryocytopoiesis [19], erythropoiesis [20], [21], and in hematological malignancies [22], [23]. There are very few published studies to date documenting presence of miRNAs in platelets from pooled apheresis samples [24] and from healthy donors [25], [26], [27], [28], [29]. The identity and expression levels of miRNAs in platelets of patients with SCD have not been examined to date.

This is the first comprehensive study undertaken to elucidate the signature miRNAs of platelets from SCD and healthy controls using microarrays in two distinct patient cohorts. Our findings confirm the previous studies showing that anucleate platelets contain diverse and abundant miRNAs. Importantly, we have identified SCD-specific alterations in miRNAs that relate to the SCD platelet transcriptome profile as described in our previously published study [16]. We have further identified three novel target mRNAs as a result of upregulation of miRNA-1225-3p in SCD patients. These findings provide an experimental framework for the study of dysregulation of platelet miRNA and the pathogenesis of SCD.

## Materials and Methods

### Ethics Statement

The study was approved by the Institutional Review Boards of University of Pittsburgh Medical Center (UPMC) and National Heart, Lung, and Blood Institute (NHLBI) and written informed consent was obtained from all participants in accordance with the Declaration of Helsinki.

### Subjects

For the miRNA array study, a cohort of 19 patients with SCD (hemoglobin SS) and 10 controls were selected from the outpatient clinic at NHLBI. To validate the findings of the microarray data, a validation cohort consisting of 7 SCD patients and 7 controls were selected from UPMC. The controls did not have any hemoglobinopathy and individuals on anticoagulant or anti-platelet medications were excluded. We also excluded history of coronary artery disease or its equivalents, atrial fibrillation or infectious disease which could influence platelet reactivity. Smoking history was not available in all our subjects and thus its effect on platelet miRNA expression profile in this study population could not be assessed.

### Platelet Preparation

Twenty milliliters of peripheral blood was collected from patients and controls in CPT tubes and samples were processed within 15 minutes of blood collection. Samples were centrifuged at 150×g for 10 minutes, and platelet-rich plasma was carefully aspirated and re-centrifuged at 150×g for 5 minutes to remove remaining red and white cells. Platelet-rich plasma was centrifuged again at 1500×g for 10 minutes to pellet the platelets. The cell pellet was then washed twice with erythrocyte lysis buffer to remove traces of contaminating red blood cells and once with phosphate-buffered saline (PBS).

Purity of the preparation was checked by flow cytometric measurement of cells expressing glycoprotein IIb/IIIa antigen. In brief, 100 µl of cell preparation was mixed with 100 µl of PBS containing 2% fetal calf serum (FCS). Samples were incubated on ice in the dark for 15 minutes with either fluorescein isothiocyanate (FITC) labeled CD45 antibody to assess leukocyte contamination or phycoerythrin (PE) labeled CD41a antibody for platelets. Mouse anti-human IgG1k-PE and IgG1k-FITC were used as isotype controls (Becton Dickinson, San Jose, Calif). Following incubation, the cells were washed with PBS/FCS, pelleted by centrifugation at 300×g for 5minutes and resuspended in 0.5 ml PBS/FCS. Platelets were identified using BD FACS caliber flow cytometer by their characteristic light scatter and the platelet-specific antibody CD41a binding to glycoprotein IIb/IIIa. At least 25,000 events were counted with fluorescence intensity greater than a threshold set at 1% from the respective negative control sample. In addition, cell count was used to determine purity of the preparation and was checked in a Cell-Dyn Coulter counter 3700 (Abbott Diagnostics, Abbott Park, Ill). For this the platelet pellet was washed with PBS.

### Cell Culture

MEG-01 cells (CRL-2021; American Type Culture Collection [ATCC], Manassas, VA), were used for miRNA transfection experiments. These were cultured in RPMI 1640 medium (ATCC) supplemented with 10% fetal bovine serum and penicillin/streptomycin in a humidified incubator under 5% CO2 at 37°C.

### Transfection of MEG-01 Cells with miR-1225-3p

MEG-01 cells (1×10^6^ ) were transfected with either 200 nM of pre-miRNA 1225-3p or negative control pre-miR™ miRNA ds-oligo precursors (Ambion, Austin, TX) using Amaxa® Nucleofector Kit C (Lonza) and NucleofectorII ® Device (Amaxa Inc. Walkersville, MD) as per manufacturer’s instructions. Cells were incubated for 24 hours with the miRNA prior to RNA purification for gene expression analysis. Transfection efficiency was estimated in parallel by co-transfection of a GFP-expressing plasmid (pmaxGFP® Vector, Lonza) and flow cytometric analysis of GFP-expression 24 hours post Nucleofection®. The pre-miR™-miRNA precursor molecules acting as negative control #1 (Ambion Inc., TX) have a random sequence and have no known human mRNA target.

### RNA Isolation

Platelets and MEG-01 cells were lysed in lysis buffer containing phenol and guanidinium thiocyanate. Total RNA, including miRNAs and mRNAs, was isolated using miRNeasy mini kit (Qiagen, Valencia, CA) and RNAqueous miRNA isolation kit (Ambion, Austin, Texas) at the UPMC and NHLBI sampling locations, respectively. The concentration of the isolated RNA was determined using Nanodrop ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, Del). Quality and integrity of the total RNA isolated were assessed using the RNA 6000 Pico kit with the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). The total RNA yield from 20 ml of peripheral blood was in the range of 500–1000 ng.

### Microarrays

MiRNA profiling was performed as previously described by us [30], with an 8×15 K Agilent human miRNA microarray (Version 3.0, Agilent Technologies) containing 866 miRNAs (Sanger miRbase release 9.1), with each miRNA having three or four unique probes on the array. Labeling and hybridization of 100 ng of total RNA was performed according to the protocol described by the manufacturer. Briefly, 100 ng of total RNA was dephosphorylated using calf intestine alkaline phosphatase, denatured with DMSO, and labeled with Cyanine 3 (Cy3) using T4 RNA ligase at 16°C for 2 h. The labeled RNA was purified using Micro Bio-spin 6 columns and hybridized onto the miRNA microarrays at 55°C for 20 h.

Gene expression microarray was performed as previously described by us [30]. Briefly, 100 ng of total RNA was labeled using the One-Color, Agilent Low Input Quick Amp Labeling Kit (Agilent Technologies) following the protocol described by the manufacturer. Briefly, total RNA was used as a template for double-stranded cDNA synthesis. The cDNA was used by T7 RNA polymerase as a template to generate Cy3-labeled cRNA that was used for hybridization on Agilent Sure Print G3 Human GE 8×60 K Microarrays (Agilent Technologies) at 65°C for 17 h.

The arrays were washed with Gene Expression Wash Buffers 1 and 2 (Agilent Technologies) and scanned using the Agilent Microarray Scanner (Agilent Technologies). The scanned images were processed by Agilent’s Feature Extraction software version 9.5.3. All microarray data has been deposited in the Gene Expression Omnibus (GEO) under accession number GSE41575.

### Microarray Data Processing and Analysis

MiRNA microarray data were log base 2 transformed and quantile normalized. Only those miRNAs with mean expression values for each probe greater than 95% of the mean values of the negative control probes under at least one condition, sickle cell disease or control, were considered for further statistical analysis. Gene expression microarray data were log 2-transformed and cyclic loess normalized as previously described by us [30]. The normalized data was expressed as the difference of log of g Processed Signal (Agilent Feature Extraction) and log of geometric mean of controls.

Transformed data from all the arrays were subjected to a principal component analysis to detect outliers. Student’s unpaired t-test was used to identify those miRNAs that were differentially expressed (P<0.05 or <0.1, fold-change>2 (FC>2)) between SCD and controls and disease subgroups using Genespring software (www.agilent.com/chem/genespring) and BRB-Array Tools v.4.1.0. Similar criteria were used to find differentially expressed genes between miR-1225-3p and negative control miRNA (scrambled) transfected MEG-01 cells. The false discovery rate (FDR) was controlled at 5% to correct for multiple comparisons. Microarray data from a previously published platelet gene expression study (NHLBI SCD study) (Gladwin et al, unpublished data) [16] was also reanalyzed using the above criteria. Data visualization and Clustering was performed using Scoregene package as described [31], TreeView [32] and Genomica programs (http://genomica.weizmann.ac.il/).

Multiple algorithms (Targetscan [33]- http://www.targetscan.org, miRanda [34]- http://www.microrna.org and PicTar -http://pictar.org) were then used to refine those miRNAs with relatively platelet-specific targets for validation. To evaluate whether a given pathway was overrepresented in the list of differentially expressed miRNAs and genes, statistical softwares-Ingenuity® Systems (IPA, www.ingenuity.com ) and DAVID Bioinformatics Resources 6.7 [35] were used. DAVID software was also used to look for gene-enrichment associated with a certain biological process (annotation term) from the calculated Fisher Exact p-Value. An EASE score is calculated using the p-values of the individual members of each Functional Annotation Cluster [36]. Smaller p-values and higher scores for a cluster of enriched terms signify more importance of the group in the study. In our study we used a FDR of <0.05 and EASE score of >1.3 as cutoff.

We calculated the enrichment of SCD platelet genes among the differentially expressed genes in the transfected MEG-01 cells by using a hypergeometric distribution test. For the above calculation, we used the total number of genes in the Affymetrix chip (N = 31,355, Affymetrix Human Genome U133 Plus 2.0) and the total number of differentially expressed genes in SCD platelets vs controls (n = 2039 with FDR 5% and n = 518 with FC>2) from the NHLBI SCD study [16] against the differentially expressed genes in the miR-1225-3p transfected MEG-01 cells vs scrambled (x = 2642 with FDR 5% and x = 1037 with FC>2) and the number of genes present in both the lists. An illustration of all the analyses used in this study is presented in **Figure S1**.

### Prediction of microRNA Targets

For the target prediction of the selected miRNAs, we used a novel algorithm, ComiR [37]. By design, ComiR predicts the target genes of a set of miRNA genes by considering multiple miRNA binding events on the same mRNA (in the 3′UTR region). ComiR improves the predictions of four popular motif finders (Targetscan [33], mirSVR [38], PITA [39], miRanda [34]) by weighing their predictions by miRNA expression or by using the Fermi-Dirac model as more accurate prediction of target site occupancy. Then, it integrates the predictions obtained from these four target prediction tools, using a support vector machine (SVM) trained on Drosophila Ago1 immunoprecipitation data. Each gene is assigned with a ComiR score, which is the class probability estimate of the SVM for the gene to be a functional target of the set of miRNAs. ComiR algorithm takes into account for the miRNA abundance levels. Thus, for the same set of miRNAs, different miRNA expression profiles produce different ComiR scores.

### Validation of microRNA and mRNA Data by Real-time Quantitative Reverse Transcription-Polymerase Chain Reaction (qRT-PCR)

To validate the miRNA array data, 10 ng of total RNA was reverse transcribed using TaqMan microRNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA). Real-time PCR (RT-PCR) was performed in triplicate per sample using TaqMan miRNA assays and Taqman Universal PCR Master Mix (Applied Biosystems). PCR reactions were set up to have 0.9 ng of cDNA and were run in ABI 7900 HT real-time PCR system according to the manufacturer’s instructions. The results were analyzed by the comparative cycle threshold method (ΔΔCt method) using RNU43 amplification as endogenous control. Statistical significance was determined by Student t test, setting P<0.05 as threshold.

For mRNA qRT-PCR, total RNA was reverse transcribed to cDNA using High-Capacity cDNA Reverse Transcription kit (Applied Biosystems). RT-PCR was performed on 40 ng of cDNA per reaction using TagMan Gene Expression Assays (Applied Biosystems) (see below) and TaqMan Gene Expression Master Mix (Applied Biosystems). The results were analyzed by the comparative cycle threshold method (ΔΔCt method) using BGUS amplification as endogenous control. Statistical significance was determined by Student t-test, setting P<0.05 as threshold.

TaqMan Assays: MT1X (Hs00745167_sH), IFI6 (Hs00242571_m1), PTPN6 (Hs00169359_m1), FCER1G (Hs00175408_m1), RAP2A (Hs00702699_s1), BCR (Hs01036532_m1), FRMD3 (Hs00604157_m1), IGF1R (Hs00609566_m1), PTGER3 (Hs00168755_m1), PBXIP1 (Hs00933587_m1), PLAGL2 (Hs01122758_m1) and PHF20L1 (Hs01036397_m1), GUSB (Hs99999908_m1).

## Results

### Patient Characteristics

The clinical characteristics of the miRNA array cohort (NHLBI) and the validation cohort (UPMC) are shown in **Table 1** **.** Individuals in the NHLBI cohort consisted of 19 SCD patients and 10 controls. The median age of the patients was 51 years whereas that of controls was 43 years. There was an almost equal distribution of females in both the groups (∼70%). Doppler-estimated increases in pulmonary artery systolic pressure, i.e. elevated tricuspid regurgitant velocity (TRV), was present in 68% of patients and 53% were on Hydroxyurea (HU) at the time of study enrollment. The UPMC cohort consisted of 7 SCD patients and 7 control subjects with a similar median age of ∼38 years. Women were overrepresented in the control group (57%) as compared to patients (29%). Similar to the NHLBI cohort, there were 71% patients with elevated TRV and 57% on HU. The two independent cohorts of SCD patients from UPMC and NHLBI had similar clinical features and no significant differences in the laboratory parameters. Similar numbers of patients in both cohorts were on hemodialysis, chronic transfusion and on Aspirin/Plavix. Subgroup analysis to study the impact of these factors on platelet expression did not yield any significant results.

**Table 1:** Characteristics of Study Participants.*

	NHLBI Cohort Median (Range)		UPMC Cohort Median (Range)		Overall Median (Range)	
Characteristic	SS (N = 19)	Control(N = 10)	SS (N = 7)	Control(N = 7)	SS (N = 26)	Control (N = 17)
Age, y	51 (23–79)	43 (28–61)	38 (22–65)	37 (32–62)	49 (22–79)	40 (28–62)
Women, N (%)	14 (74)	7 (70)	2 (29)	4 (57)	16 (62)	11 (65)
HbSS, %	100		100		100	
Pulmonary Hypertension, N (%)	13 (68)		5 (71)		18 (69)	
Hydroxyurea, N (%)	10 (53)		4 (57)		14 (54)	
Hemoglobin, g/dL	9.3 (6.2–13.2)		7.8 (6.1–10.3)		8.9 (6.1–13.2)	
Platelet count, ×10^−3^/µL	325 (92–943)		215 (102–442)		322 (92–943)	
White blood cell count, ×10^−3^/µL	6.0 (2.3–12.5)		10.4 (5.8–14.4)		6.6 (2.3–14.4)	
Reticulocyte count, ×10^−3^/µL	0.13 (0.04–0.46)		0.15 (0.01–0.49)		0.14 (0.01–0.49)	
Fetal hemoglobin, %	9.9 (1.4–33.8)		2.9 (1.6–9.8)		8.4 (1.4–33.8)	
Lactate dehydrogenase, U/L	291 (192–566)		347 (212–904)		305 (192–904)	
Total bilirubin, mg/dL	1.5 (0.4–7.1)		2.0 (0.6–9.2)		1.7 (0.4–9.2)	

* Age and Laboratory values indicate median (range).

### MicroRNAs are Differentially Expressed in Platelets in Sickle Cell Disease

Our protocol was optimized to obtain a highly pure platelet population with minimum leukocyte contamination. For each sample, flow cytometric assessment for platelet purity revealed a highly enriched platelet population with more than 95% cells positive for CD41a, with less than 0.2% CD45+ leukocytes and non-CD41a, non-CD45 cellular debris (**Figure 1A**). Cell counts on the platelet preparations demonstrated that the white blood cell count ranged from 0–0.3×10^∧3^/µl and platelets ranged from 1–2×10^∧6^/µl. This amounted to roughly 0.03% leukocytes or less in the platelet preparations. Platelet gene expression profiling studies of platelet rich plasma have been considered specific with contaminating leukocytes of only 0.4% [25], [27], [40], [41]. In addition, we performed qRT-PCR in a few SCD and control platelet samples to assess the expression of residual leukocyte-specific message (CD45/PTPRC). We did not find any significant difference in the expression level of CD45 between SCD and control samples (**Figure S3**). This suggests that any residual leukocyte contamination is present in all the samples in equal degrees and can be treated as ubiquitous background that won’t affect the profiles of the differentially expressed platelet miRNAs. Following RNA isolation and quality control using the Bioanalyzer, RNA samples with RIN value>7 were selected for further microarray analysis (**Figure 1B**).

**Figure 1:**
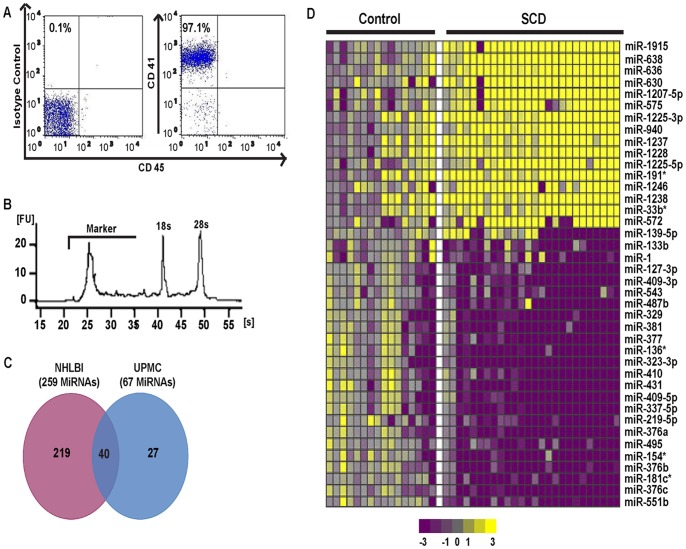
MiRNAs in platelets of SCD patients are differentially expressed. (**A**) Characterization of purified platelet preparation by flow cytometry. (**B**) Bioanalyzer assessment of RNA samples from purified platelet preps showing good quality with RIN of 7.8. (**C**) Venn diagram comparing differentially expressed miRNAs from two independent study cohorts. Comparison of 259 differentially expressed miRNAs from NHLBI samples and 67 differentially expressed miRNAs from UPMC samples. In total, there are 40 miRNAs overlapping between the two cohorts. (**D**) The heatmap depicts the 40 statistically significant (*p*-value<0.05, FC>2) differentially expressed miRNAs between SCD and controls that were common between the two cohorts. Columns represent individual samples and each represents a miRNA. Upregulated miRNAs expression levels are shown in progressively brighter shades of yellow, depending on the fold difference. Downregulated miRNAs are shown in progressively brighter shades of purple. No difference is represented as grey. The names of the miRNAs are displayed to the right of the heatmap.

We compared the expression profiles of platelet human miRNAs in both cohorts using the Agilent miRNA platform. Stringent statistical filters of p-value of <0.05 and FC>2 were applied and the differentially expressed miRNAs between SCD patients and controls were determined separately for the UPMC and NHLBI cohorts. Our final differentially expressed list included only common miRNAs identified in both cohorts, increasing the selection stringency on our results. The larger NHLBI cohort revealed 259 differentially expressed miRNAs passing our statistical filters and the UPMC cohort identified 67 differentially expressed miRNAs between SCD patients and controls. Forty miRNAs were identified with significantly different levels in platelets from SCD patients in both cohorts (**Figure 1C**). The pattern of platelet miRNA expression is presented as a heatmap using Scoregene which classifies the samples based on their similarity (**Figure 1D**). Out of these 40 differentially expressed miRNAs 16 were upregulated and 24 were downregulated in SCD, consistently in both cohorts (**Figure S2**). The 20 most significant differentially expressed miRNAs are listed in **Table 2** in rank order of their expression level.

**Table 2:** Twenty most differentially expressed (A) up- and (B) down-regulated microRNAs (P<0.05, fold change>2) between sickle cell disease (N = 26) and controls (N = 17) ranked according to p-value (low to high).

(A)	microRNA	P value	FoldChange	Chromosome
	miR-638	6.5×10^−6^	15.9	19p13.2
	miR-940	3.2×10^−5^	14.9	16p13.3
	miR-636	6.5×10^−5^	6.4	17q25.1
	miR-1238	1.1×10^−4^	10.9	19
	miR-1225-3p	1.1×10^−4^	10.3	16p13.3
	miR-1207-5p	1.1×10^−4^	13.5	8
	miR-33b*	1.1×10^−4^	7	17p11.2
	miR-1228	1.3×10^−4^	12	12
	miR-630	1.6×10^−4^	24.2	15q24.1
	miR-191*	2.2×10^−4^	10.3	3p21.31
**(B)**	**microRNA**	**P value**	**Fold** **change**	**Chromosome**
	miR-376a	6.5×10^−6^	11.7	14q32.31
	miR-381	6.5×10^−6^	6.8	14q32.31
	miR-409-3p	6.5×10^−6^	6.5	14q32.31
	miR-377	6.5×10^−6^	6.5	14q32.31
	miR-376c	1.6×10^−5^	12.1	14q32.31
	miR-495	1.8×10^−5^	4.5	14q32.31
	miR-376b	2.3×10^−5^	4.5	14q32.31
	miR-181c*	2.3×10^−5^	3.9	19p13.13
	miR-487b	3.2×10^−5^	6.3	14q32.31
	miR-337-5p	3.2×10^−5^	4.6	14q32.2

### Computational Prediction of microRNA Targets with ComiR

As an initial evaluation of these 40 differentially expressed miRNAs, a bioinformatics-based data mining approach was used. Our newly developed algorithm, ComiR [37], was used in this analysis. Based on the miRNA expression profiles of the 40 differentially expressed miRNAs in the 43 subject samples the ComiR likelihood score was calculated for each mRNA in each of the 43 samples. This score corresponds to the likelihood that the mRNA expression is affected by the set of the 40 miRNAs expressed at the sample associated miRNA abundance levels. Then for each sample, a rank-order list of all mRNAs was created based on the ComiR probability that their expression was affected by the set of 40 miRNAs. To compare the rank of each mRNA obtained from the SCD samples with that from the controls, we performed a non-parametric Wilcoxon rank-sum test since the population was not normally distributed and further applied FDR of 5% for multiple comparisons correction. In order to select the genes differentially predicted as target of the miRNAs expressed in the two groups of samples, we chose those associated with a p-value lower than 0.05 and which were also included in the top 10% predicted targets by ComiR in at least one of the two groups of samples. The second filter was introduced to remove all the genes with a significantly different rank in the two groups that were not predicted as targets in any of the two groups. In this way, we ended up with a list of 2309 genes. To determine whether the ComiR generated list of 2309 target genes was reflecting gene expression changes in SCD platelets, we compared it against the list of differentially expressed genes from the NHLBI SCD study (N = 518, FDR 5% and FC 2).We found 89 genes present in both datasets which was more than expected by chance as determined by hypergeometric distribution test (p-value 3.39497E−14). Our results suggest that ComiR provides a meaningful set of putative targets that may be regulated by the 40 differentially expressed miRNAs in platelets (**Table S1**).

### Downregulated microRNAs from miR-329, miR-376 and miR-154 Families in Platelets from Sickle Cell Disease Map to the Maternally Imprinted 14q32.31 Locus

Amongst the 24 significantly downregulated miRNAs in SCD platelets, 14 were found to be members of three families - miR-329, miR-376 and miR-154 (**Table 3**). These miRNAs are transcribed from the genes located at the 14q32.31 locus in the human genome and map within a ∼40 kb interval. Since the majority (∼60%) of the downregulated miRNAs that were identified in SCD platelets belong to these families, we speculated that these miRNAs and their targets may have an important role in platelet physiology and SCD. Using Targetscan we identified a total of 3583 conserved targets of all these 14 miRNAs. A Functional Annotation Clustering of these genes using DAVID Bioinformatics Resources 6.7 revealed that a significant number of them are involved in the regulation of transcription, regulation of cellular biosynthetic processes, cell morphogenesis and motility (**Table 4**). We used KEGG charts from DAVID to explore the distribution of these target genes among various biological pathways and observed that all three miRNA families are associated with signaling pathways such as Wnt signaling, TGF-β signaling and adherens junction. **Table 5** shows the KEGG pathways that are highly enriched among all the miRNAs of the 3 miRNA families in our study, after using a FDR of 5% and EASE score of >1.3 as cutoff.

**Table 3:** Three distinct microRNA families among the differentially expressed microRNAs.

miR Family	microRNAs	Regulation	FoldChange	p-value
**hsa-miR-154**	miR-381	down	6.8	6.49E−06
	miR-409-3p	down	6.5	6.49E−06
	miR-377	down	6.5	6.49E−06
	miR-487b	down	6.3	3.17E−05
	miR-323-3p	down	2.7	3.17E−05
	miR-410	down	4.8	1.08E−04
	miR-409-5p	down	2.9	1.26E−04
	miR-154*	down	2.8	1.38E−04
**hsa-miR-329**	miR-495	down	4.5	1.78E−05
	miR-329	down	2.4	6.34E−04
	miR-543	down	2.8	0.002
**hsa-miR-376**	miR-376a	down	11.7	6.49E−06
	miR-376c	down	12.1	1.62E−05
	miR-376b	down	4.5	2.26E−05

**Table 4:** Functional annotation clustering of predicted target genes to the differentially expressed microRNAs belonging to three distinct families located at chromosome 14q32.31.

Cluster	EASE score	Count (%)	p-value	Fold enrichment
Regulation of transcription	18.7	750 (21)	1.20E−31	1.4
Positive regulation of RNA metabolic process	14.5	198 (5.5)	3.95E−24	2.1
Negative regulation of gene expression	10.2	191 (5.3)	3.26E−18	1.9
Cellular component morphogenesis	7.5	151 (4.2)	4.78E−14	1.9
Cell migration	5.5	106 (3)	2.71E−09	1.9

**Table 5:** Top enriched pathways regulated by predicted target genes of miRNAs belonging to 154, 329 and 376 families (FDR<0.05).

Pathway	Count	p-value	Foldenrichment
Wnt signaling pathway	70	6.99E−11	2.4
Pathways in cancer	116	2.82E−09	1.8
Adherens junction	42	2.53E−08	2.8
TGF-beta signaling pathway	40	4.66E−05	2.4
Ubiquitin mediated proteolysis	53	2.34E−04	2.0
Axon guidance	50	5.17E−04	2.0
Tight junction	51	7.44E−04	2.0

### Computational Evaluation of Differentially Expressed microRNAs and Validation of Microarray Data

For the purpose of validating the microarray results, the expression levels of several miRNAs were validated by qRT-PCR. Limited by the quantity of RNA per sample we had to restrict ourselves to choosing miR-376a of the miR-376 family, miR-409-3p of the miR-154 family and miR-1225-3p of the most upregulated miRNAs. These three miRNAs were selected based on the following criteria 1) miRNA target databases (TargetScan, miRanda, and PicTar) predicted targets to these miRNAs which were relevant to platelet biology. Gene ontology analysis revealed that predicted targets of these 3 miRNAs were enriched for regulation of transcription, transcription factor activity and regulation of RNA metabolic process. 2) ingenuity pathway analysis of the predicted targets revealed top canonical pathways (as shown in Figure 2) that have been previously identified in relation to megakaryocyte/platelet signaling such as beta-adrenergic signaling, Protein Kinase A signaling, ERK/MAPK signaling, insulin receptor signaling and regulation of the actin cytoskeleton (reviewed in [42], [43], [44], [45], [46]) (**Figure 2**). These three miRNAs were also amongst the top twenty most differentially expressed between SCD vs controls (**Table 2**). qRT-PCR was performed in control and SCD samples of both cohorts and confirmed that miR-376a and miR-409-3p were significantly lower while miR-1225-3p was significantly higher in SCD as compared to control samples (**Figure 3**).

**Figure 2:**
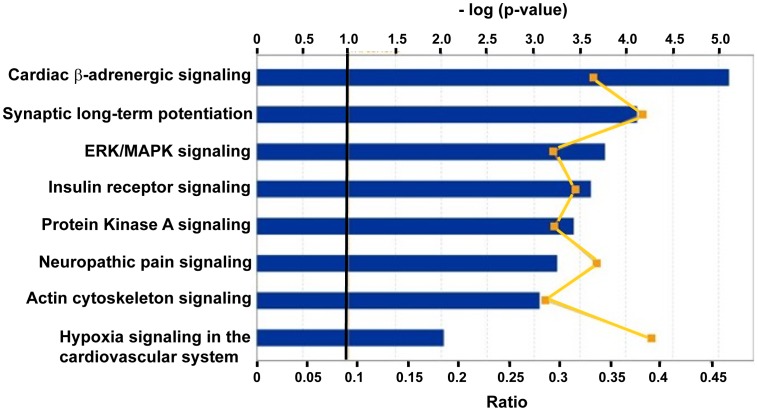
Most significant predicted canonical pathways regulated by the target genes of the 3 miRNAs: 376a, 409-3p and 1225-3p (p-value<0.01). Orange squares depict ratio which is the number of target genes associated with each pathway. The vertical line across the bars represents the cut-off of the p-value.

**Figure 3:**
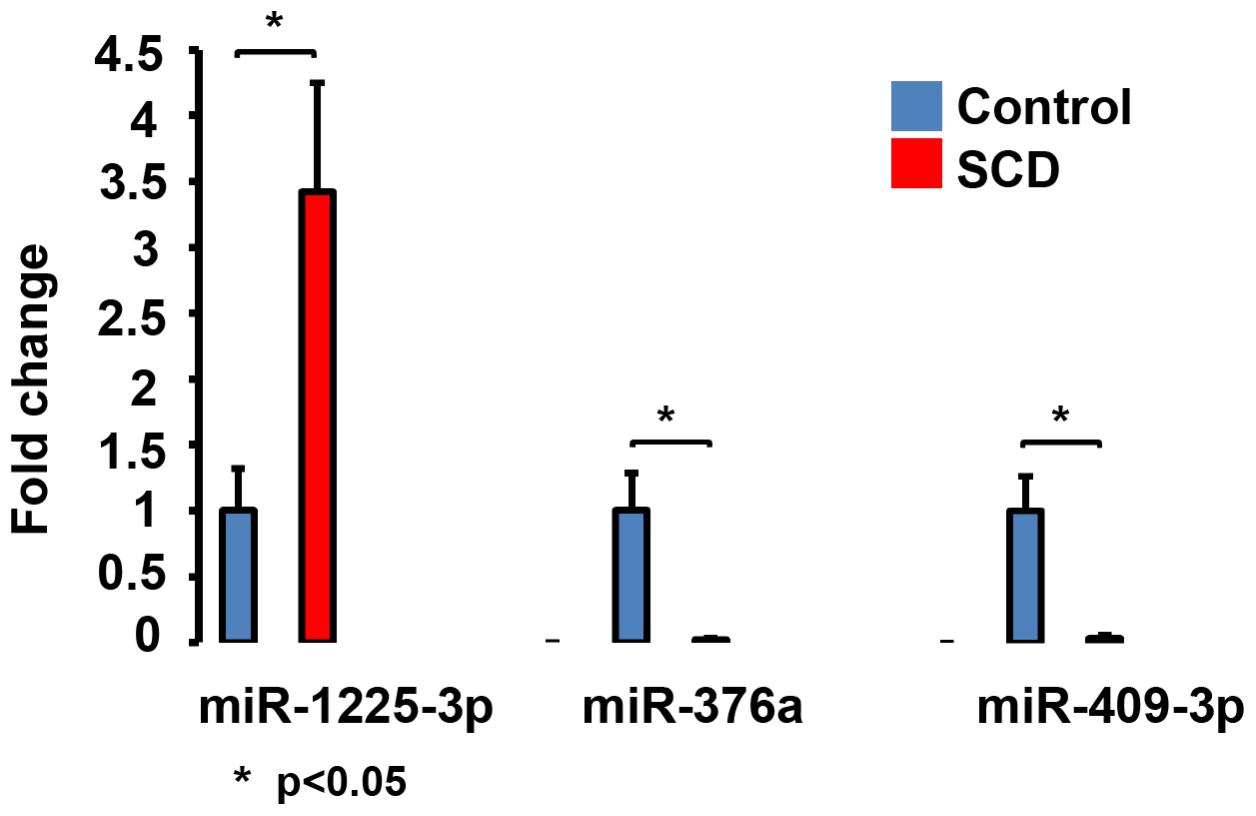
miR-376a and miR-409-3p are downregulated and miR-1225-3p is upregulated in SCD platelets. qRT-PCR validation of the microarray data. For each miRNA the blue bar represents controls (n = 26) and the red bar represents SCD (n = 17). Y-axis shows fold change of miRNAs in SCD samples with the expression level in controls set to 1. Error Bars represent standard deviation.

### MicroRNA-mRNA Regulation in Megakaryocytic Cell Line

To explore the functional role of miR-376a, 409-3p and miR-1225-3p we used MEG-01 cell line in the place of human megakaryocytes, which are difficult to obtain in large numbers. To mimic the downregulated state of miR-376a and 409-3p in platelets, we needed to transfect MEG-01 cells with inhibitors of these miRNAs. Unfortunately, our initial PCR studies showed that the baseline levels of miR-376a and miR-409-3p in MEG-01 cells were already very low and often undetectable, making this approach unfeasible. On the other hand, we could determine the targets of miR-1225-3p by replicating the upregulated state in SCD platelets by transfecting MEG-01 cells with a miR-1225-3p mimic. 

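Total RNA of MEG-01 cells, a human megakaryoblastic leukemia cell line, was hybridized to 10 Agilent SurePrint G3 Human arrays in a single Cy3 channel, 5 for cells transfected with 200 nM of miR-1225-3p precursor and 5 for cells transfected with 200 nM of scrambled precursor, each collected after 24 hours. The authors deposited the scanner output of each array, in which the processed signal is an intensity with the background already subtracted, and a table of normalized log2 values. Each array held 58717 spots other than controls, for 42405 probes. Signals were well above background at between 41.95% and 53.85% of these spots (median 47.06%) on the miR-1225-3p arrays and between 43.09% and 61.18% (median 54.56%) on the scrambled arrays, and no spot was saturated. The number of arrays limits the precision of every value. For the values given here, log2 processed signals were normalized by cyclic loess, as the methods state, spots with outlier flags were left out and spots of a probe were averaged. Probes well above background on at least 3 of the 5 arrays of either group were kept, and a gene was represented by its kept probe with the highest mean signal, which left 17379 genes. Groups were compared with limma, with Benjamini-Hochberg adjustment over these genes. The arrays lay on 2 slides, with 2 miR-1225-3p and 3 scrambled arrays on slide 1 and 3 miR-1225-3p and 2 scrambled arrays on slide 2. The first principal component held 69.6% of the variance. On it the scrambled arrays scored between 48.65 and 79.87 and miR-1225-3p replicates 1 to 4 between -133.4 and -52.98, while miR-1225-3p replicate 5 scored 56.74, among the scrambled arrays. All 10 arrays were kept in the comparisons.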

Our hypothesis was that the overexpressed miRNAs would cause mRNA degradation by directly binding to the 3′UTR of its targets and we would be able to identify these potential targets by a negative correlation between the miRNA and the differentially expressed mRNAs.

Successful transfection of MEG-01 cells with miR-1225-3p mimic was confirmed by GFP detection and qRT-PCR (P<0.05, transfected vs scrambled cells, n = 5 in each group) (**Figures 4A and 4B**). A transfection efficiency of 70–75% was achieved (**Figure 4A**). Microarray analysis of miR-1225-3p transfected cells relative to the scrambled identified a total of 2642 genes differentially expressed at a FDR of 5%. Out of these, a total of 1037 genes were upregulated and 1605 genes were downregulated. 

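Of 17379 genes tested, 6091 had an adjusted p under 0.05 by limma, and the 5 arrays of one group all lay above the 5 of the other for 2047 of these. Over all genes tested, 12.7% were separated in this way, against 0.794% by chance. The count rested on single arrays to a large degree. It was 9564 without miR-1225-3p replicate 5, 2151 without miR-1225-3p replicate 2 and 2303 without miR-1225-3p replicate 3, 3597 without miR-1225-3p replicate 4, 4295 without miR-1225-3p replicate 1, and between 3319 and 4883 when a scrambled array was left out. Without normalization between arrays it was 1266, the planned processing alternative that lowered it most among those that keep the comparison unpaired. With the slide as a block, 5278 genes passed. Within slide 1, with 2 miR-1225-3p and 3 scrambled arrays, 4500 genes passed in limma. Within slide 2, which holds miR-1225-3p replicate 5, limma called 0 genes at this threshold and 1220 had an unadjusted p under 0.05.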

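Among the genes past the threshold, 2947 were higher and 3144 lower in miR-1225-3p transfected cells, so that 51.6% were lower. This split moved with the scaling between arrays, since the median log2 fold change over all genes was -0.06 after cyclic loess and 0.16 when each array's 75th percentile was subtracted. With the latter, 4562 genes were higher and 2585 lower.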

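With a fold change over 2 required as well, 3017 genes remained past both thresholds, of which 989 were higher and 2028 lower in miR-1225-3p transfected cells. This excess of lower genes moved with the scaling, with 1726 higher and 1863 lower when the 75th percentile was subtracted. Without miR-1225-3p replicate 5 there were 4840 such genes, and without miR-1225-3p replicate 2 there were 1252. Among genes well above background on all 10 arrays and separated between the groups, the largest rise was that of REP15, with a log2 fold change of 3.66 (standard error 0.747, adjusted p = 0.0139 from limma). BICC1 and 3 probes for long intergenic RNAs followed, with log2 fold changes between 3.56 and 3.65. Without miR-1225-3p replicate 5 these 5 log2 fold changes were between 4.17 and 4.35. No second kept probe of the same transcript rose with any probe that rose over 4-fold, for the 5 pairs that could be compared. The largest falls were those of the transcript listed as DB335107, with a log2 fold change of -3.08 (-3.76 without miR-1225-3p replicate 5), RN7SL1 with -2.78, FBXO34 with -2.73, RRBP1 with -2.55 and MORF4L2 with -2.41. FBXO34 was no longer past the threshold without miR-1225-3p replicate 2, miR-1225-3p replicate 3 or scrambled replicate 2, nor was MORF4L2 without any of several single arrays, these 3 included. The adjusted p of MORF4L2 from limma was also 0.0558 with the slide as a block, 0.0678 without normalization and 0.0742 without a filter on dim probes. By the methods' t-test it was 0.0664. MORF4L2 stayed past the threshold in 14 of 27 alternatives.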

Out of the 2642 genes, 1037 genes were changed at a FC>2.

**Figure 4:**
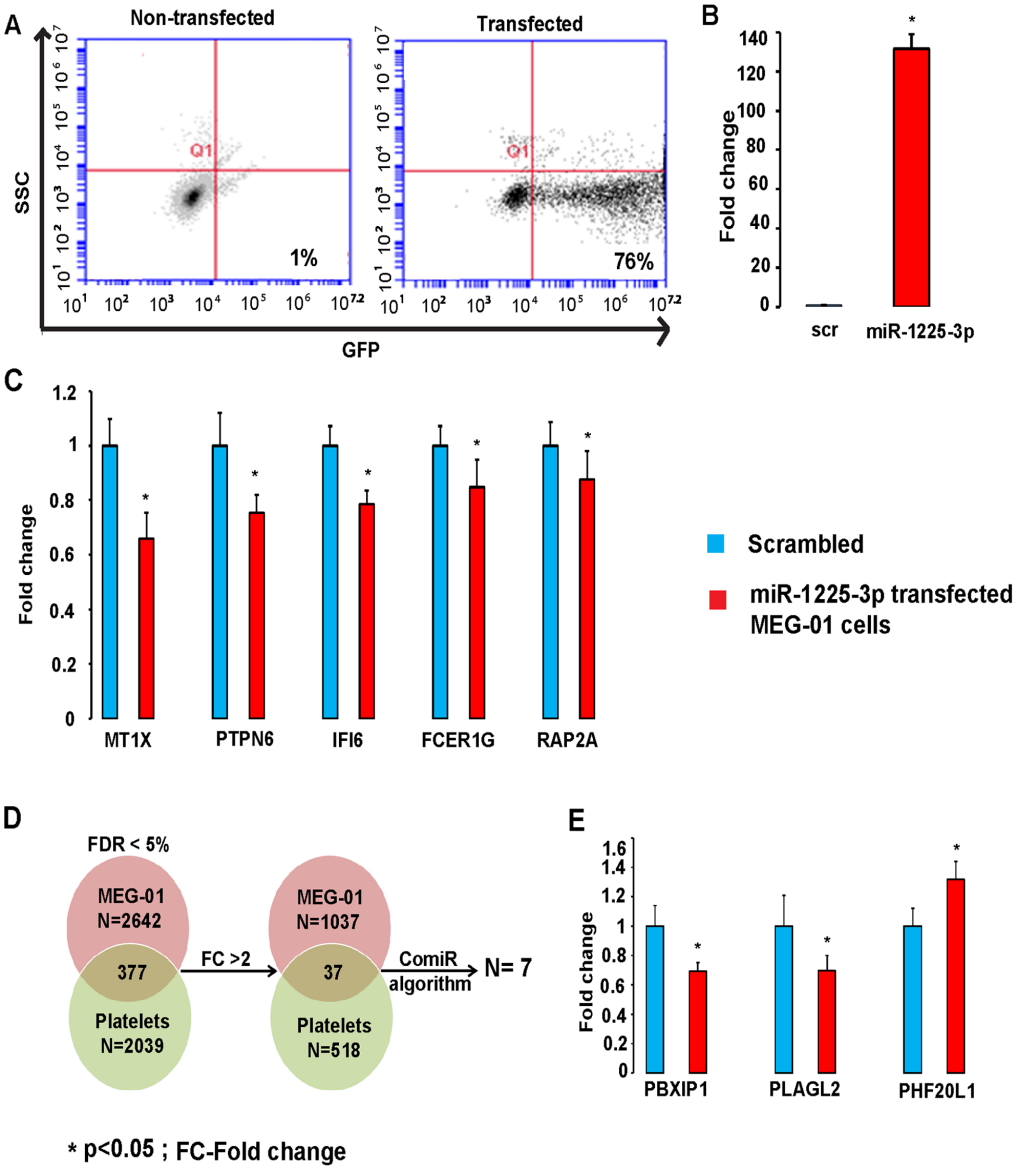
miR-1225-3p regulates gene expression after transfection in MEG-01 cells. (**A**) Expression of the flourescent marker pmaxGFP plasmid as determined by flow cytometry demonstrates 76% GFP expressing cells out of the viable cell population. (**B**) qRT-PCR assay confirms overexpression of miR-1225-3p in MEG-01 cells (n = 5) vs scrambled (scr) (n = 5). (**C**) MT1X, PTPN6, IFI6, FCER1G and RAP2A are significantly downregulated in MEG-01 transfected cells as validated by qRT-PCR. (**D**) Schematic representation of overlap in differentially expressed genes between miR-1225-3p transfected MEG-01 cells and platelets from SCD patients. The numbers in the circles denote the differentially expressed genes with the leftmost figure representing genes using a FDR of 5% and the rightmost figure after applying a stringent statistical filter of FC>2. Further overlap with ComiR predicted target list of the 40 differentially expressed miRNAs resulted in a list of 7 genes potentially regulated by miR-1225-3p. (**E**) Out of the 7 genes, PLAGL2 and PBXIP1 genes are significantly downregulated and PHF20L1 is significantly upregulated in miR-1225-3p transfected cells vs scrambled. In the qRT-PCR figures (B, C and D), for each gene, the blue bar represents the cells transfected with scrambled RNA (n = 5) and the red bar represents the miR-1225-3p transfected cells (n = 5). Y-axis shows fold change of miR-1225-3p in transfected cells with the expression level in scrambled set to 1. Error bars are based on standard deviation. *denotes p-value<0.05.

In order to decide whether this set of 2642 differentially expressed genes from the transfected cells (FDR 5%) is enriched in platelet-related genes, we interrogated our data against a defined and general set of megakaryocytic and platelet genes. We explored the IPA knowledge base for existing literature on genes annotated under the terms “platelets” and “megakaryocytes”. This generated a list of 426 genes (IPA list) which have been established to be associated with biological functions in platelets and megakaryocytes by a variety of studies. Amongst the 2642 genes a total of 75 genes overlapped with the genes from the IPA list. The calculated probability of finding overrepresentation of platelet and megakaryocyte genes amongst the differentially expressed genes in transfected cells was more than expected by chance as determined by hypergeometric distribution test (p-value 5.28 E-08). This comparison provides additional external validity that miR-1225-3p is a strong candidate for regulating SCD-related platelet biology. A list of these 75 genes with their biological functions pertaining to platelets and megakaryocytes is presented in **Table S2**.

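The copy of Table S2 used here lists 72 of the 75 symbols, so no enrichment was computed from it. Of these, 68 were among the genes tested, and 63 had an adjusted p under 0.05 by limma over all genes, 20 higher and 43 lower in miR-1225-3p transfected cells. Adjusted over the list alone, 64 passed. The list was drawn by the paper from genes called on these same arrays, so these counts are not independent evidence. A fold change over 2 was reached by 24 of them, 5 higher and 19 lower. From the overrepresentation of genes annotated to platelets and megakaryocytes among the differentially expressed genes, the paper reasons that miR-1225-3p is a strong candidate for regulating platelet biology in SCD.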

To validate our microarray results, we tested 5 genes (MT1X, RAP2A, IFI6, FCER1G and PTPN6) using qRT-PCR in each of the miR-1225-3p and scrambled transfected samples. 

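On the arrays, the probes for MT1X, RAP2A, IFI6, FCER1G and PTPN6 were lower in miR-1225-3p transfected cells, each with an adjusted p between 0.0136 and 0.015 from limma. The normalized log2 signal of RAP2A was 3.94 ± 2.61 (SD, n = 5) in miR-1225-3p and 8.75 ± 0.418 (SD, n = 5) in scrambled cells, a log2 fold change of -4.81 with a standard error of 1.05. RAP2A was well above background on 1 of the 5 miR-1225-3p arrays, replicate 5, so the size of its change rests on signals near the background, and it was -1.99 with normexp on the median signal. IFI6 had a log2 signal of 8.66 ± 1.91 (SD, n = 5) against 12.57 ± 0.457 (SD, n = 5), a log2 fold change of -3.91. The log2 fold change was -1.93 for PTPN6, -1.68 for FCER1G and -1.35 for MT1X. PTPN6 was well above background on 3 of the 5 miR-1225-3p arrays. With normexp on the median signal its log2 fold change was -0.89, against -1.64 for FCER1G and -1.31 for MT1X. The fold of MT1X, 2.54, was the only one of the 5 not above 3, and its other kept probe had a log2 fold change of -5.35. All 5 MT1X arrays of miR-1225-3p cells lay below all scrambled arrays (two-sided exact permutation test, p = 0.00794, the smallest p that 5 arrays against 5 allow). For the other 4 genes the groups overlapped or touched at miR-1225-3p replicate 5, with p = 0.0159 in the same exact test. On that array RAP2A stood at 8.57 and IFI6 at 12.06, within the range of the scrambled arrays, and without it the log2 fold change of IFI6 was -4.75. MT1X, IFI6, FCER1G and PTPN6 lay above the array's median over all probes on all 10 arrays, and RAP2A on 6. MT1X no longer passed when the 75th percentile was subtracted, with a log2 fold change of -0.68 and an adjusted p of 0.0592 from limma, nor without normalization, with -1.10 and an adjusted p of 0.0684 from limma.

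**Figure D1:**
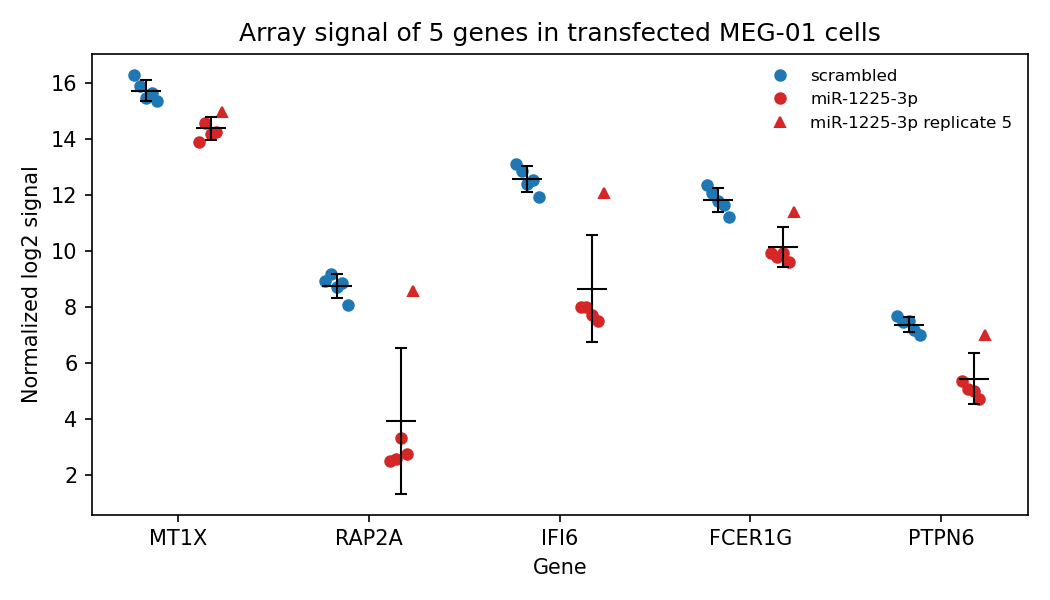
Normalized log2 signal (vertical axis) of MT1X, RAP2A, IFI6, FCER1G and PTPN6 on each array; points are arrays, blue for scrambled and red for miR-1225-3p, the triangle is miR-1225-3p replicate 5, and black bars are the mean and SD of 5 arrays. The triangle lies at 8.57 for RAP2A and 12.06 for IFI6, near the scrambled arrays.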

All of the 5 genes were downregulated in miR-1225-3p transfected cells according to microarray data and were chosen based on fold change values>3, p-value<0.05 and microarray signal intensity in logarithmic scale were more than the median expression values of all the genes in each sample/array. All five genes were confirmed by qRT-PCR to be downregulated in miR-1225-3p transfected cells (**Figure 4C**).

### Identification of miR-1225-3p Megakaryocyte/Platelet-Specific Target Genes

Although 75 out of 2642 differentially expressed genes are known to be associated with platelet and megakaryocytic biology, we wanted to identify novel genes that may play a role in SCD. For this purpose, we compared the genes that change as a response to miR-1225-3p over-expression (x = 2642) to the list of genes that are differentially expressed in SCD platelets (n = 2039) (NHLBI SCD study). A total of 377 genes were identified to be common between the two datasets after applying a FDR of 5% and the probability of this finding to occur not merely by chance was significant as calculated by the hypergeometric distribution (p-value: 1.82E−53)) (**Figure 4D**). Out of the 377 differentially expressed genes, 37 show a FC>2 with a significant hypergeometric distribution as well (p-value: 6.4E−06) (**Figure 4D**). Notably, 241 out of these 377 common genes were downregulated in both miR-1225-3p transfected MEG-01 and SCD platelets.

Using the list of genes obtained from ComiR prediction algorithm we then sought to find the common genes between the differentially expressed genes from miR-1225-3p transfected MEG-01 cells and platelet samples from NHLBI SCD study (**Figure 4D**). This resulted in a list of 57 genes using a filter of 5%FDR or 7 genes when an additional FC>2 filter was applied (**Table 6**). Of these 7 genes, 3 were downregulated: PBXIP1, PLAGL2 and IGF1R; and 4 were upregulated: BCR, PHF20L1, PTGER3 and FRMD3. qRT-PCR confirmed that PBXIP1, PLAGL2 and PHF20L1, were indeed differentially expressed between transfected and scrambled cells (p-value<0.05) (**Figure 4E**).

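The 89 genes of Table S1, which the paper gives as common to the ComiR predictions and the genes changed over 2-fold in SCD platelets, were matched to the arrays by their gene identifiers, and 78 were among the genes tested. Of these, 26 had an adjusted p under 0.05 by limma, 13 higher and 13 lower in miR-1225-3p transfected cells, and 26 passed when adjusted over the list alone. A fold change over 2 was reached by 12, of which 4 were higher and 8 lower. The share called, 33.3%, did not differ from the 37.2% among the other 11917 tested genes with a matched symbol (Fisher's exact test, two-sided, odds ratio 0.842, p = 0.557). As a set the list showed no common direction, with p = 0.775 from camera at a preset correlation of 0.01 and p = 0.926 from fry. These tests look for a shared direction. With 13 genes called higher and 13 lower, they cannot decide whether the genes changed. Without miR-1225-3p replicate 5, 44 of the genes were called, and between 10 and 17 when miR-1225-3p replicate 2, 3 or 4 or scrambled replicate 1, 2, 3 or 4 was left out. The longer list of platelet genes without a fold change filter was not used here.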

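BCR rose most of the 7 genes, with a log2 signal of 10.62 ± 1.81 (SD, n = 5) in miR-1225-3p and 7.28 ± 0.297 (SD, n = 5) in scrambled cells, a log2 fold change of 3.34 (standard error 0.73, adjusted p = 0.0151 from limma). This came from 1 probe. The other 2 probes for BCR were well above background on few arrays and had log2 fold changes of 0.36 and -0.36. Without miR-1225-3p replicate 5 the log2 fold change was 3.99. The order of the miR-1225-3p arrays seen for BCR was shared by 117 of the other 154 probes that rose over 4-fold. Of these probes few had a second kept probe of the same transcript, and BCR had none. PHF20L1 had a log2 fold change of 1.40 and FRMD3 of 1.19, while the other 2 kept probes for PHF20L1 gave 0.33 and -0.20 and the other kept probe for FRMD3 gave 0.44, with an adjusted p of 0.276 from limma over all kept probes. With the mean of probes PHF20L1 was no longer past the threshold, at 0.51, and without normalization neither PHF20L1, FRMD3 nor IGF1R was. PBXIP1 had a log2 fold change of -2.40 and was well above background on 1 of 5 miR-1225-3p arrays, and IGF1R had -1.12. These 5 genes had adjusted p-values between 0.0136 and 0.0185 from limma, and between 0.00122 and 0.00302 adjusted over the list alone, which the paper chose on these arrays, so that the latter are not independent evidence. PTGER3 and PLAGL2 depended on the probe. The brightest kept probe for PTGER3 had a log2 fold change of -1.05 (adjusted p = 0.0356 from limma), and a dimmer probe, whose level was also well above background on all 10 arrays, rose 2.3-fold. Its other 2 kept probes had log2 fold changes of 0.06 and 0.33, with adjusted p-values of 0.72 and 0.309 from limma over all kept probes. Each single array but miR-1225-3p replicate 5, when left out, took the brightest probe above an adjusted p of 0.05. Its adjusted p from limma was also 0.0522 with the slide as a block, 0.0663 with the 75th percentile and 0.201 without normalization. It was 0.0716 without a filter on dim probes, and 0.0602 by the methods' t-test. PTGER3 kept its direction and side of the threshold in 10 of 27 alternatives. For PLAGL2 the brightest probe had 0.02 (adjusted p = 0.959 from limma) and the other kept probe -1.41. When the probe with the smallest p represented each gene, PTGER3 was higher and PLAGL2 lower, both with an adjusted p under 0.05. With the mean of probes PLAGL2 was lower too, at -0.70 (adjusted p = 0.0303 from limma), and PTGER3 stood at 0.13 (adjusted p = 0.358 from limma).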

**Table 6:** List of novel putative target genes of miR-1225-3p from the differentially expressed genes (FDR<5%, FC>2).

Gene symbol	Gene description	Regulation	Fold Change
BCR	Breakpoint cluster region	Up	9.5
PHF20L1	PHD finger protein 20-like 1	Up	2.5
PTGER3	Prostaglandin E receptor 3 (subtype EP3)	Up	2.2
FRMD3	FERM domain containing 3	Up	2.2
PBXIP1	Pre-B-cell leukemia homeobox interacting protein 1	Down	5.1
PLAGL2	Pleomorphic adenoma gene-like 2	Down	2.7
IGF1R	Insulin-like growth factor 1 receptor	Down	2.2

### Comparison of Platelet microRNAs in Sickle Cell Disease Based on Hydroxyurea Treatment and Tricuspid Regurgitant Jet Velocity

We explored miRNA expression changes in subsets of SCD patients based on HU treatment and presence of elevated Doppler-estimated TRV (>2.5 m/sec). We performed a direct comparison between these patient subsets to identify miRNAs that are differentially expressed under each condition. We identified 23 differentially expressed miRNAs between subjects with and without increased TRV and 10 differentially expressed miRNAs between the subjects on and off HU (**Figures 5A and 5B**). Surprisingly, but consistent with prior studies evaluating global mRNA transcriptional profiles, the miRNA expression profiles of patients on HU treatment was almost identical to those not on HU [**47**]. Similarly, there are only subtle differences in the platelet miRNA expression in patients with and without high TRV.

**Figure 5:**
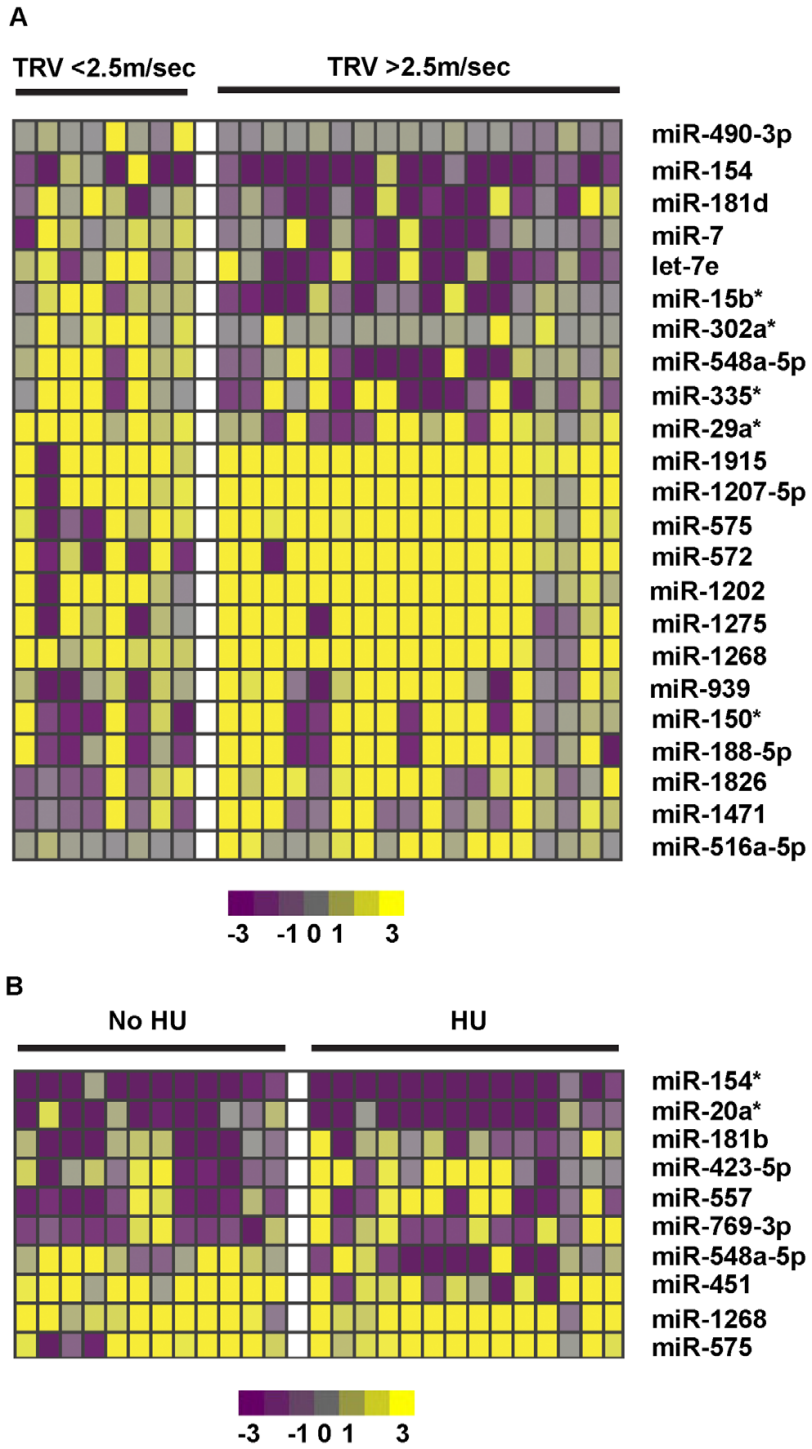
miRNAs in platelets have a unique expression profile in SCD patients based on Doppler-estimated TRV and HU treatment. (A) The heatmap represents 23 statistically significant (*p*-value<0.1, FC>2) differentially expressed miRNAs between subjects with (N = 18) and without (N = 8) elevated TRV (>2.5 m/sec). (B) The heatmap represents 10 statistically significant (*p*-value<0.1, FC>2) differentially expressed miRNAs between the subjects on (N = 14) and off HU (N = 12). Every row represents a gene and every column is a patient. Upregulated miRNAs are shown in yellow color, downregulated miRNAs are shown in purple and no difference is grey. The names of the miRNAs are displayed to the right of heatmap.

## Discussion

In this study, we identify a complex population of miRNAs in circulating platelets in SCD as well as healthy individuals. Our findings indicate that, platelets from SCD patients in two independent cohorts had a dramatic and significant difference in the expression pattern of 40 miRNAs, suggesting that dysregulation of platelet miRNAs are implicated in the pathogenesis of SCD. Stringent criteria were applied for the purification of platelets from whole blood samples to ensure that the observed miRNA profiles reflect changes occurring in platelets and not in other blood cell types. In addition, we found the expression of the 40 differentially expressed miRNAs from our study to be undetectable in the miRNA profile of PBMCs [6], thus providing an additional validation that platelets have a distinct expression pattern. Although all the differentially expressed miRNAs could play an important role in SCD platelet biology, we chose to focus on miR-1225-3p which was found to be upregulated in SCD platelets since it proved to have a considerable number of predicted targets with potential biologic role in platelets. We experimentally demonstrated that dysregulation of miR-1225-3p in a cell culture model related to platelets (Meg-01) had a dramatic impact on gene expression profile and a significant number of the differentially expressed genes (N = 377) were also changed in SCD platelets. Furthermore, nearly 18% of the differentially expressed genes from the transfected cells have been experimentally proven to be relevant to megakaryocyte and platelet function (IPA list), providing additional validity for our findings and suggesting a key role for miR-1225-3p in platelet biology and SCD. With the help of the new prediction algorithm, ComiR, we reduced the list of the differentially expressed genes (N = 377) down to 3 genes which could be regulated directly or indirectly by the miR-1225-3p: PBXIP1, PLAGL2 and PHF20L1.

The first target, PBXIP1 (pre-B-cell leukemia homeobox interacting protein) regulates the transcription factor PBX1 by blocking of the DNA binding PBX1-HOX nucleoprotein complexes to their target regulatory elements. PBX proteins have been shown to play an important role as transcription factors for maintenance of hematopoiesis. An example of this has been shown by overexpressing PBXIP1 in CD34+ stem cells and erythroleukemia cell line (K562) causing induction of erythroid colony formation. We have documented low PBXIP1 expression in SCD platelets (NHLBI SCD study) and downregulation in cells overexpressing miR-1225-3p. These findings support a role of miR-1225-3p in regulating PBXIP1 which could affect lineage commitment by promoting megakaryopoiesis and opposing erythropoiesis. Our second target, PLAGL2 (Pleomorphic adenoma gene-like 2),belongs to the PLAG family of zinc-finger transcription factors [48]. PLAGL2 can act as either an oncogene by activating thrombopoietin receptor (Mpl) in hematopoietic progenitors or a tumor suppressor by initiating cell cycle arrest and apoptosis via p73 activation. A significant role of PLAGL2 is the regulation of TNF-α induced expression of NCF2 gene and subsequent p67*phox* protein (cytosolic component of NADPH oxidase) and superoxide production [49]. NADPH oxidase is an important source of reactive oxygen species (ROS) in human platelets and MEG-01 cells. Downregulation of PLAGL2 by miR-1225-3p overexpression in MEG-01 cells and platelets (NHLBI SCD study), may link miR-1225-3p to a compensatory role in limiting oxidative stress. Similarly, analysis of the transcriptome of peripheral blood mononuclear cells in SCD patients revealed significant up-regulation of catalytic anti-oxidant enzyme systems [47]. The third target, PHF20L1 (PHD finger protein 20-like 1), along with its close ortholog PHF20 has been found to be a part of the multisubunit human histone acetyltransferase complex, involved in histone acetylation and post-translational modification [50]. Knockout of PHF20 in mice has been seen to cause defects in many hematopoietic tissues including bone marrow and leads to aberrant thymocyte development [51]. To date very little is known regarding the function of PHF20L1.

An intriguing finding from this study was that of downregulation of members of the miR-154, the miR-329 and miR-376 family in SCD platelets. To our knowledge this is the first time that miRNA families have been associated with a distinct signature in platelets. These miRNA clusters are located at 14q32.31 locus in DLK1-DIO3 genomic region which includes the maternally imprinted genes MEG3, MEG8 and antisense RTL1 [52]. The expression of the maternally expressed as well as repressed imprinted genes of this entire locus is defined by the methylation status of their promoters [53]. Dysregulation of this miRNA cluster has been well-described in relation to hematologic malignancies, suggesting epigenetic regulation of transcription factors affecting development and proliferation of hematopoietic cells [54]. In the context of SCD, further studies exploring the impact of methylation-acetylation changes of this locus on the miRNA expression levels in cells of the megakaryocyte lineage may provide an important clue to the profound clinical heterogeneity observed in this monogenic disorder. With this understanding, therapeutic epigenetic modifications of these miRNA clusters might become a novel approach for controlling the dysregulation of homeostasis caused by platelets in SCD. The miRNAs from the 14q32 region are involved in the regulation of important signaling pathways such as Wnt and TGF-β [30] which have been implicated in platelet function, activation and thrombosis [55], [56]. Among the predicted targets of miRNAs of the 14q32 region, we found members of the adherens and tight junction pathways which have not been previously reported in conjunction with this locus. This novel finding might be relevant to SCD pathophysiology, as these pathways have been shown to be involved in complex platelet-endothelial interactions and their deregulation might play a role in endothelial dysfunction (reviewed in [57], [58]).

It can be assumed that since platelets are anucleate, the biogenesis of the platelet miRNAs is from megakaryocytic precursor cells, in which pri-miRNAs are encoded and converted into pre-miRNAs before platelet formation. Nevertheless, platelets possess a miRNA processing machinery, including Dicer, TRBP2 and Ago2 [25] which enables them to process pre-miRNA into mature miRNA. Both of the above mechanisms contribute to platelet miRNA profiles which suggests that the differential expression of platelet miRNAs in patients with SCD could be a result of (1) increased numbers of short-lived circulating young, transcriptionally active platelets in SCD (megathrombocytes) [59], [60], [61], [62], (2) alterations in the megakaryocyte transcriptome, and (3) alterations in the stability of the pre-formed miRNA in the circulating platelets exposed to various physiological and pathological conditions in SCD.

Undoubtedly there are certain limitations of our study. First, there was a significant difference in the number of differentially expressed miRNAs between the NHLBI and UPMC. This possibly is a result of the phenotypic heterogeneity seen in the SCD population from the two locations. Additionally, the ability to detect larger set of differentially expressed miRNAs between SCD and controls in UPMC cohort might be limited due to the smaller sample size. The RNA preparation methodology was also different between the samples derived from UPMC and NHLBI. To address these concerns, we analyzed the miRNA expression profile in the two cohorts independently and chose only those miRNAs that were different in both cohorts. By doing so, we specifically measure profiles relevant to SCD, as opposed to the confounding factors such as age, gender and coexisting medical conditions. Moreover, the list of differentially expressed platelet miRNAs common to both cohorts, confirms the robustness of this miRNA signature profile over a varied SCD population. Second, we were limited by the amount of blood drawn which limited the quantity of RNA obtained. Therefore, we were able to validate only a few of the differentially expressed miRNAs. Third, although we have identified three novel targets, PBXIP1, PLAGL2 and PHF20L1 linked to the expression of miR-1225-3p, we do not provide evidence of their role in alteration of platelet phenotype and biology. This needs to be further explored in megakaryocytes obtained by differentiating primary cell lines. Last, while we have identified a distinctive downregulation of miRNAs localized to the epigenetically regulated miRNA cluster on chromosome 14q32, we were unable to perform a detailed analysis of the regulation of this region in SCD. Analysis of the epigenomic changes at this cluster in platelets cannot be carried out because of lack of genomic DNA collected in these studies.

This is the first human platelet miRNA profiling study in SCD platelets aiming to understand platelet gene regulation. SCD patients are known to have activated platelets which contribute to their thrombophilic state but the key molecular events and pathways involved are still unknown. There is now evidence regarding the role of miRNAs in hemostasis/thrombosis where certain miRNAs associate with platelet reactivity [27], [28] but very little is known about the mechanistic role of miRNAs in SCD platelets. A fundamental aspect of altered miRNA profile is to affect a number of cellular targets but they could also have important paracrine effects. For instance, microparticles shed from platelets in the circulating blood raises a possibility of them serving as a delivery vehicle for miRNAs to targeted vascular sites [26], [63], [64], [65]. Thus, the change in the miRNA expression profile in SCD could not only modulate intrinsic platelet functions but also influence peripheral blood and vascular cells. Our study provides an important inventory of SCD associated miRNAs which could shed light on the regulatory pathways involved in the pathogenesis of this complex disease and is another step towards this long-sought goal.

## Supporting Information

Figure S1 Workflow for the bioinformatics analyses used in the study for predicting target genes of miR-1225-3p.
(TIF) Click here for additional data file.

Figure S2 Two heatmaps for each of the cohorts-UPMC and NHLBI, depicting the 40 statistically significant (*p*-value<0.05, FC>2) differentially expressed miRNAs between SCD and controls. The two cohorts display consistency in the directionality of the differentially expressed miRNAs between controls and SCD samples. Columns represent individual samples and each represents a miRNA. Upregulated miRNAs expression levels are shown in progressively brighter shades of yellow, depending on the fold difference. Downregulated miRNAs are shown in progressively brighter shades of purple. No difference is represented as grey. The names of the miRNAs are displayed to the right of the heatmap.
(TIF) Click here for additional data file.

Figure S3 Expression of leukocyte-specific CD45/PTPRC by RT-PCR in SCD and control platelet samples did not reveal a significant difference. For each miRNA the blue bar represents controls and the red bar represents SCD. Y-axis shows fold change of miRNAs in SCD samples with the expression level in controls set to 1. Error Bars represent standard deviation.
(TIF) Click here for additional data file.

Table S1 List of 89 common genes between ComiR generated list of 2309 target genes and list of differentially expressed genes from the NHLBI SCD study (N = 572, FDR 5% and FC 2).
(XLSX) Click here for additional data file.

Table S2 List of differentially expressed genes (FDR<5%) in transfected cells vs scrambled cells with functional annotations pertaining to platelet and megakaryocytes (n = 75) based on IPA knowledge base.
(DOCX) Click here for additional data file.

## References

[1] BlannAD, MarwahS, SerjeantG, BarefordD, WrightJ (2003) Platelet activation and endothelial cell dysfunction in sickle cell disease is unrelated to reduced antioxidant capacity. Blood Coagul Fibrinolysis 14: 255–259.1269574810.1097/01.mbc.0000061293.28953.8c

[2] VillagraJ, ShivaS, HunterLA, MachadoRF, GladwinMT, et al (2007) Platelet activation in patients with sickle disease, hemolysis-associated pulmonary hypertension, and nitric oxide scavenging by cell-free hemoglobin. Blood 110: 2166–2172.1753601910.1182/blood-2006-12-061697PMC1976348

[3] WunT, PaglieroniT, RangaswamiA, FranklinPH, WelbornJ, et al (1998) Platelet activation in patients with sickle cell disease. Br J Haematol 100: 741–749.953134310.1046/j.1365-2141.1998.00627.x

[4] TomerA, HarkerLA, KaseyS, EckmanJR (2001) Thrombogenesis in sickle cell disease. J Lab Clin Med 137: 398–407.1138536010.1067/mlc.2001.115450

[5] MohanJS, LipGY, BarefordD, BlannAD (2006) Platelet P-selectin and platelet mass, volume and component in sickle cell disease: relationship to genotype. Thromb Res 117: 623–629.1605131510.1016/j.thromres.2005.05.010

[6] BrownePV, MosherDF, SteinbergMH, HebbelRP (1996) Disturbance of plasma and platelet thrombospondin levels in sickle cell disease. Am J Hematol 51: 296–301.860263010.1002/(SICI)1096-8652(199604)51:4<296::AID-AJH8>3.0.CO;2-R

[7] NovelliEM, KatoGJ, RagniMV, ZhangY, HildesheimME, et al (2012) Plasma thrombospondin-1 is increased during acute sickle cell vaso-occlusive events and associated with acute chest syndrome, hydroxyurea therapy, and lower hemolytic rates. Am J Hematol 87: 326–330.2231890110.1002/ajh.22274PMC3619659

[8] LeeSP, AtagaKI, OrringerEP, PhillipsDR, PariseLV (2006) Biologically active CD40 ligand is elevated in sickle cell anemia: potential role for platelet-mediated inflammation. Arterioscler Thromb Vasc Biol 26: 1626–1631.1660123710.1161/01.ATV.0000220374.00602.a2

[9] AntonucciR, WalkerR, HerionJ, OrringerE (1990) Enhancement of sickle erythrocyte adherence to endothelium by autologous platelets. Am J Hematol 34: 44–48.210953010.1002/ajh.2830340110

[10] BrittainHA, EckmanJR, SwerlickRA, HowardRJ, WickTM (1993) Thrombospondin from activated platelets promotes sickle erythrocyte adherence to human microvascular endothelium under physiologic flow: a potential role for platelet activation in sickle cell vaso-occlusion. Blood 81: 2137–2143.8471771

[11] RossR, GlomsetJ, KariyaB, HarkerL (1974) A platelet-dependent serum factor that stimulates the proliferation of arterial smooth muscle cells in vitro. Proc Natl Acad Sci U S A 71: 1207–1210.420854610.1073/pnas.71.4.1207PMC388193

[12] SchermulyRT, DonyE, GhofraniHA, PullamsettiS, SavaiR, et al (2005) Reversal of experimental pulmonary hypertension by PDGF inhibition. J Clin Invest 115: 2811–2821.1620021210.1172/JCI24838PMC1236676

[13] HealyAM, PickardMD, PradhanAD, WangY, ChenZ, et al (2006) Platelet expression profiling and clinical validation of myeloid-related protein-14 as a novel determinant of cardiovascular events. Circulation 113: 2278–2284.1668261210.1161/CIRCULATIONAHA.105.607333

[14] GnatenkoDV, CupitLD, HuangEC, DhundaleA, PerrottaPL, et al (2005) Platelets express steroidogenic 17beta-hydroxysteroid dehydrogenases. Distinct profiles predict the essential thrombocythemic phenotype. Thromb Haemost 94: 412–421.1611383310.1160/TH05-01-0037

[15] Lood C, Amisten S, Gullstrand B, Jonsen A, Allhorn M, et al. Platelet transcriptional profile and protein expression in patients with systemic lupus erythematosus: up-regulation of the type I interferon system is strongly associated with vascular disease. Blood 116: 1951–1957.10.1182/blood-2010-03-27460520538795

[16] RaghavachariN, XuX, HarrisA, VillagraJ, LogunC, et al (2007) Amplified expression profiling of platelet transcriptome reveals changes in arginine metabolic pathways in patients with sickle cell disease. Circulation 115: 1551–1562.1735343910.1161/CIRCULATIONAHA.106.658641PMC2225987

[17] AmbrosV (2008) The evolution of our thinking about microRNAs. Nat Med 14: 1036–1040.1884114410.1038/nm1008-1036

[18] BartelDP (2004) MicroRNAs: genomics, biogenesis, mechanism, and function. Cell 116: 281–297.1474443810.1016/s0092-8674(04)00045-5

[19] GarzonR, PichiorriF, PalumboT, IulianoR, CimminoA, et al (2006) MicroRNA fingerprints during human megakaryocytopoiesis. Proc Natl Acad Sci U S A 103: 5078–5083.1654977510.1073/pnas.0600587103PMC1458797

[20] MasakiS, OhtsukaR, AbeY, MutaK, UmemuraT (2007) Expression patterns of microRNAs 155 and 451 during normal human erythropoiesis. Biochem Biophys Res Commun 364: 509–514.1796454610.1016/j.bbrc.2007.10.077

[21] BruchovaH, YoonD, AgarwalAM, MendellJ, PrchalJT (2007) Regulated expression of microRNAs in normal and polycythemia vera erythropoiesis. Exp Hematol 35: 1657–1667.1797651810.1016/j.exphem.2007.08.021PMC2699372

[22] Rossi S, Shimizu M, Barbarotto E, Nicoloso MS, Dimitri F, et al. microRNA fingerprinting of CLL patients with chromosome 17p deletion identify a miR-21 score that stratifies early survival. Blood 116: 945–952.2039312910.1182/blood-2010-01-263889PMC4916575

[23] VisoneR, RassentiLZ, VeroneseA, TaccioliC, CostineanS, et al (2009) Karyotype-specific microRNA signature in chronic lymphocytic leukemia. Blood 114: 3872–3879.1971764510.1182/blood-2009-06-229211PMC2773482

[24] KannanM, MohanKV, KulkarniS, AtreyaC (2009) Membrane array-based differential profiling of platelets during storage for 52 miRNAs associated with apoptosis. Transfusion 49: 1443–1450.1938902310.1111/j.1537-2995.2009.02140.x

[25] LandryP, PlanteI, OuelletDL, PerronMP, RousseauG, et al (2009) Existence of a microRNA pathway in anucleate platelets. Nat Struct Mol Biol 16: 961–966.1966821110.1038/nsmb.1651PMC2911476

[26] HunterMP, IsmailN, ZhangX, AgudaBD, LeeEJ, et al (2008) Detection of microRNA expression in human peripheral blood microvesicles. PLoS One 3: e3694.1900225810.1371/journal.pone.0003694PMC2577891

[27] NagallaS, ShawC, KongX, KondkarAA, EdelsteinLC, et al (2011) Platelet microRNA-mRNA coexpression profiles correlate with platelet reactivity. Blood 117: 5189–5197.2141527010.1182/blood-2010-09-299719PMC3109541

[28] KondkarAA, BrayMS, LealSM, NagallaS, LiuDJ, et al (2010) VAMP8/endobrevin is overexpressed in hyperreactive human platelets: suggested role for platelet microRNA. J Thromb Haemost 8: 369–378.1994387810.1111/j.1538-7836.2009.03700.xPMC3312605

[29] OsmanA, FalkerK (2011) Characterization of human platelet microRNA by quantitative PCR coupled with an annotation network for predicted target genes. Platelets 22: 433–441.2143866710.3109/09537104.2011.560305

[30] Milosevic J, Pandit K, Magister M, Rabinovich E, Ellwanger DC, et al.. (2012) Profibrotic Role of miR-154 in Pulmonary Fibrosis. Am J Respir Cell Mol Biol.10.1165/rcmb.2011-0377OCPMC354709523043088

[31] KonishiK, GibsonKF, LindellKO, RichardsTJ, ZhangY, et al (2009) Gene expression profiles of acute exacerbations of idiopathic pulmonary fibrosis. Am J Respir Crit Care Med 180: 167–175.1936314010.1164/rccm.200810-1596OCPMC2714820

[32] SaldanhaAJ (2004) Java Treeview–extensible visualization of microarray data. Bioinformatics 20: 3246–3248.1518093010.1093/bioinformatics/bth349

[33] FriedmanRC, FarhKK, BurgeCB, BartelDP (2009) Most mammalian mRNAs are conserved targets of microRNAs. Genome Res 19: 92–105.1895543410.1101/gr.082701.108PMC2612969

[34] BetelD, WilsonM, GabowA, MarksDS, SanderC (2008) The microRNA.org resource: targets and expression. Nucleic Acids Res 36: D149–153.1815829610.1093/nar/gkm995PMC2238905

[35] Huang daW, ShermanBT, LempickiRA (2009) Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc 4: 44–57.1913195610.1038/nprot.2008.211

[36] HosackDA, DennisGJr, ShermanBT, LaneHC, LempickiRA (2003) Identifying biological themes within lists of genes with EASE. Genome Biol 4: R70.1451920510.1186/gb-2003-4-10-r70PMC328459

[37] Coronnello C HR, Arora A, Huleihel L, Pandit KV, et al.. (2012) Novel modeling of combinatorial miRNA targeting identifies SNP with potential role in bone density.. PLoS Comput Biol accepted.10.1371/journal.pcbi.1002830PMC352728123284279

[38] BetelD, KoppalA, AgiusP, SanderC, LeslieC (2010) Comprehensive modeling of microRNA targets predicts functional non-conserved and non-canonical sites. Genome Biol 11: R90.2079996810.1186/gb-2010-11-8-r90PMC2945792

[39] KerteszM, IovinoN, UnnerstallU, GaulU, SegalE (2007) The role of site accessibility in microRNA target recognition. Nat Genet 39: 1278–1284.1789367710.1038/ng2135

[40] AmistenS (2012) A rapid and efficient platelet purification protocol for platelet gene expression studies. Methods Mol Biol 788: 155–172.2213070710.1007/978-1-61779-307-3_12

[41] SchedelA, RolfN (2009) Genome-wide platelet RNA profiling in clinical samples. Methods Mol Biol 496: 273–283.1883911610.1007/978-1-59745-553-4_17

[42] KaushanskyK (2005) The molecular mechanisms that control thrombopoiesis. J Clin Invest 115: 3339–3347.1632277810.1172/JCI26674PMC1297257

[43] QueenLR, FerroA (2006) Beta-adrenergic receptors and nitric oxide generation in the cardiovascular system. Cell Mol Life Sci 63: 1070–1083.1656824610.1007/s00018-005-5451-2PMC11136379

[44] SmolenskiA (2012) Novel roles of cAMP/cGMP-dependent signaling in platelets. J Thromb Haemost 10: 167–176.2213659010.1111/j.1538-7836.2011.04576.x

[45] HersI (2007) Insulin-like growth factor-1 potentiates platelet activation via the IRS/PI3Kalpha pathway. Blood 110: 4243–4252.1782739310.1182/blood-2006-10-050633

[46] KimS, GarciaA, JacksonSP, KunapuliSP (2007) Insulin-like growth factor-1 regulates platelet activation through PI3-Kalpha isoform. Blood 110: 4206–4213.1782738510.1182/blood-2007-03-080804PMC2234779

[47] JisonML, MunsonPJ, BarbJJ, SuffrediniAF, TalwarS, et al (2004) Blood mononuclear cell gene expression profiles characterize the oxidant, hemolytic, and inflammatory stress of sickle cell disease. Blood 104: 270–280.1503120610.1182/blood-2003-08-2760PMC5560446

[48] AbdollahiA (2007) LOT1 (ZAC1/PLAGL1) and its family members: mechanisms and functions. J Cell Physiol 210: 16–25.1706346110.1002/jcp.20835

[49] AmmonsMC, SiemsenDW, Nelson-OvertonLK, QuinnMT, GaussKA (2007) Binding of pleomorphic adenoma gene-like 2 to the tumor necrosis factor (TNF)-alpha-responsive region of the NCF2 promoter regulates p67(phox) expression and NADPH oxidase activity. J Biol Chem 282: 17941–17952.1746299510.1074/jbc.M610618200

[50] MendjanS, TaipaleM, KindJ, HolzH, GebhardtP, et al (2006) Nuclear pore components are involved in the transcriptional regulation of dosage compensation in Drosophila. Mol Cell 21: 811–823.1654315010.1016/j.molcel.2006.02.007

[51] BadeauxAI, YangY, CardenasK, VemulapalliV, ChenK, et al (2012) Loss of the methyl lysine effector protein PHF20 impacts the expression of genes regulated by the lysine acetyltransferase MOF. J Biol Chem 287: 429–437.2207271410.1074/jbc.M111.271163PMC3249094

[52] Benetatos L, Hatzimichael E, Londin E, Vartholomatos G, Loher P, et al.. (2012) The microRNAs within the DLK1-DIO3 genomic region: involvement in disease pathogenesis. Cell Mol Life Sci.10.1007/s00018-012-1080-8PMC1111404522825660

[53] SeitzH, RoyoH, BortolinML, LinSP, Ferguson-SmithAC, et al (2004) A large imprinted microRNA gene cluster at the mouse Dlk1-Gtl2 domain. Genome Res 14: 1741–1748.1531065810.1101/gr.2743304PMC515320

[54] Dixon-McIverA, EastP, MeinCA, CazierJB, MolloyG, et al (2008) Distinctive patterns of microRNA expression associated with karyotype in acute myeloid leukaemia. PLoS One 3: e2141.1847807710.1371/journal.pone.0002141PMC2373886

[55] SteeleBM, HarperMT, MacaulayIC, MorrellCN, Perez-TamayoA, et al (2009) Canonical Wnt signaling negatively regulates platelet function. Proc Natl Acad Sci U S A 106: 19836–19841.1990133010.1073/pnas.0906268106PMC2785253

[56] TomaI, McCaffreyTA (2012) Transforming growth factor-beta and atherosclerosis: interwoven atherogenic and atheroprotective aspects. Cell Tissue Res 347: 155–175.2162628910.1007/s00441-011-1189-3PMC4915479

[57] BazzoniG (2011) Pathobiology of junctional adhesion molecules. Antioxid Redox Signal 15: 1221–1234.2125484010.1089/ars.2010.3867

[58] NachmanRL, RafiiS (2008) Platelets, petechiae, and preservation of the vascular wall. N Engl J Med 359: 1261–1270.1879956010.1056/NEJMra0800887PMC2935201

[59] ChavdaN, MackieIJ, PorterJB, HarrisonP, PattersonK, et al (1996) Rapid flow cytometric quantitation of reticulated platelets in whole blood. Platelets 7: 189–194.2104368710.3109/09537109609023578

[60] FreedmanML, KarpatkinS (1975) Elevated platelet count and megathrombocyte number in sickle cell anemia. Blood 46: 579–582.1174691

[61] NoronhaJF, CostaFF, SaadST, Lorand-MetzeIG, GrottoHZ (2007) Evaluation of reticulated platelets in patients with sickle cell diseases. Thromb Res 121: 259–267.1752171110.1016/j.thromres.2007.04.002

[62] PopescuER, MarteloOJ (1977) Megathrombocytes and sickle cell anemia. Blood 49: 490–491.836958

[63] BerckmansRJ, NieuwlandR, BoingAN, RomijnFP, HackCE, et al (2001) Cell-derived microparticles circulate in healthy humans and support low grade thrombin generation. Thromb Haemost 85: 639–646.11341498

[64] HorstmanLL, AhnYS (1999) Platelet microparticles: a wide-angle perspective. Crit Rev Oncol Hematol 30: 111–142.1043905810.1016/s1040-8428(98)00044-4

[65] JoopK, BerckmansRJ, NieuwlandR, BerkhoutJ, RomijnFP, et al (2001) Microparticles from patients with multiple organ dysfunction syndrome and sepsis support coagulation through multiple mechanisms. Thromb Haemost 85: 810–820.11372673

# Supplementary material for: Expression of Regulatory Platelet MicroRNAs in Patients with Sickle Cell Disease
**Source:** PLoS One. 2013 Apr 12;8(4):e60932. doi: 10.1371/journal.pone.0060932
**Supplement:** Table S2 — List of differentially expressed genes (FDR<5%) in transfected cells vs scrambled cells with functional annotations pertaining to platelet and megakaryocytes (n = 75) based on IPA knowledge base.

| **Function Annotation** | **Gene symbol** |
| --- | --- |
| **Affects, Increases or Decreases**  **differentiation of megakaryocytes** | BAIAP2, E2F1, FI1B, FLI1, GATA2, HMGB2, JAK2, NFE2, OSM, RCOR1, RPS6KA1, TESC, WASF2 |
| **Increases quantity of megakaryocyte / erythrocyte**  **lineage-restricted progenitor cells** | FANCA |
| **Increases quantity of promegakaryocytes** | INPP5D |
| **Affects abnormal morphology of megakaryocyte / erythrocyte lineage-restricted progenitor cells** | FLI1, SENP1, TP53 |
| **Affects, Increases or Decreases quantity / production / formation of blood platelets** | ADD1, ARNTL, ANXA7, BAK1, EGR1, FCGR2A, FLI1, IL6, IL11, IL1A, IL1B, INPP5D, LYN, MDM4, MLL5, NFE2, PROS1, SH2B3, STIM1, THBS1, TP53, TSPAN33, VPS33A, WASF2, ZC3H12A |
| **Affects, Increases or Decreases**  **aggregation of blood platelets** | ADORA2B, AKT3, ANXA7, BTK, CAST, CD151, CLNS1A, F2R, FCER1G, GSK3B, GUCY1A3, INPP5D, ITGAV, LYN, MET, PIK3CG, PLCB2, PLCB3, PTPN1, PTPN9, THBS1, TIMP2, VAV1 |
| **Affects, Increases or Decreases**  **adhesion of blood platelets** | FCER1G, PPIB, THBS1,VASP |
| **Affects, Increases or Decreases**  **activation of blood platelets** | CD24, CD59, CTSG, F2R, FCER1G, INPP5D, IL6, LYN, PPAP2A, PRG2, PTPRJ, SELPLG, STIM1, THBS1 |
| **Increases or Decreases cell spreading**  **Increases cell movement and rolling of**  **blood platelets** | CAST, FCGR2A, LYN, SELPLG, THBS1 |
| **Affects function of blood platelets** | BAK1, BTK, CD59, F2R, PLCB3, PLCB2, PTGS1, PTPN9 |
| **Increases binding of blood platelets** | CD24, CD84, NFE2, SELPLG |
| **Affects, Increases or Decreases shape change or morphology of blood platelets** | BAK1, F2R, CAST, FCGR2A, LYN, NFE2, THBS1 |
| **Affects cell-cell contact of blood platelets** | INPP5D |
| **Affects recruitment of blood platelets** | VASP |
| **Increases/affects engulfment or phagocytosis of blood platelets** | THBS1 |
| **Increases or Decreases synthesis of platelet**  **activating factor** | ALOX5, FCGR2A, IL1B, PAFAH1B1  SLC6A6 |
| **Affects, Increases or Decreases**  **Thrombocytopathy** | APP, BAK1, E2F1, EGR1, F2R, FCER1G, FLI1, IFNGR1, INPP5D, STIM1 |

**Table S2. List of differentially expressed genes (FDR <5%) in transfected cells vs scrambled cells with functional annotations pertaining to platelet and megakaryocytes (n=75) based on IPA knowledge base.**

How the deposited data were processed for this re-analysis (not part of the article)

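The arrays measured mRNA of MEG-01 cells 24 hours after transfection with 200 nM of miR-1225-3p or scrambled precursor, with 5 arrays per group. Sample labels and the paper's text gave the groups. The source label of the scrambled samples calls them untreated, whereas their titles and the paper describe transfection with a control precursor, and the latter was used. The platelet microRNA arrays, the qRT-PCR and the platelet mRNA study were not analysed here.

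The authors deposited scanner output of Agilent Feature Extraction, in which the processed signal is a background-corrected intensity, and the median signal and background are intensities on the same scale. The software version written in the scanner output differs from the version the methods give. The authors also deposited normalized log2 values for 29271 probes. The correlation of these with values normalized here, after centring each probe, was between 0.857 and 0.990 per array. The flags for outlier, saturated and well above background spots were taken as deposited.

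From these, log2 processed signals were normalized by cyclic loess (limma 3.58.1 in R 4.3.3, fast method, 3 iterations), 4259 control spots were left out, spots with outlier flags were set missing, and spots of a probe were averaged. Probes were kept when well above background on at least 3 arrays of either group, which left 20648 probes. Accessions of 24910 of the 42405 probes matched a symbol in the RefSeq gene table of GRCh38.p14, and the other probes keep the name in the scanner output. No coordinates are given. Of 17379 genes tested, 11995 had a matched symbol, and 2784 had more than 1 kept probe. A gene is represented by its kept probe with the highest mean signal. Kept probes of a gene disagreed for PTGER3, PLAGL2, PHF20L1 and FRMD3, and for MT1X in the size of the fall only. BCR had 1 kept probe, and its other probes were well above background on few arrays.

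Groups were compared with limma (lmFit and eBayes) with Benjamini-Hochberg adjustment at 0.05, with an exact permutation test for single genes, and lists with camera at a preset correlation of 0.01 and fry. The genes named are those the paper names for these cells, and the 5 largest rises and 5 largest falls among genes with adjusted p under 0.05, well above background on all 10 arrays and separated between the groups. TP73 had no kept probe, being not well above background on most arrays, and no fold is given for it. Some other genes that this rule covers are not reported here. The endogenous control GUSB had a log2 fold change of 0.47 (adjusted p = 0.103 from limma). On data simulated for this comparison over 17379 genes, limma recovered 60.0% of 200 changed genes, 120 in the right direction, with 11 false calls. Far fewer genes were changed in the simulation than the 6091 called on the arrays. Its rates therefore cannot be taken as the recovery or the false calls of the real comparison.

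Alternatives set before the data were examined covered the normalization, the source of the values, the filter on dim probes, flagged spots, the probe for a gene, the test, blocks for replicate number and slide, and leaving out each array. A background correction by normexp had been planned on the mean signal, a column not used here, and was run on the median signal instead with an offset of 50. Seed matches of the microRNA were not tested, since no genome or 3' UTR sequence was used here. The methods' subtraction of the log of the geometric mean of controls was not repeated, since the paper's text does not say whether these are control samples or control probes.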

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

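The tests of miR-1225-3p replicate 5 in this part were chosen after the result was seen, while the test of the metallothionein list was set before the data were examined. Of 54 groups of arrays examined for a value far from the others of its group, 5 had one, against 2.7 that chance would give. Of these 5, 4 were on miR-1225-3p replicate 5. Its log2 signal was 8.57 for RAP2A, 12.06 for IFI6, 11.41 for FCER1G and 9.85 for the transcript listed as DB335107, each above the other miR-1225-3p arrays and near the scrambled arrays. BCR on scrambled replicate 1, at 7.81, was the fifth.

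Over all genes, each array's share of the difference between the groups was estimated from the other arrays. It was between 0.785 and 1.44 on miR-1225-3p replicates 1 to 4, between -0.112 and 0.122 on the scrambled arrays, and 0.0331 on miR-1225-3p replicate 5. A swap with a scrambled array is argued against, since the highest share on a scrambled array was 0.122 and no partner was out of place. The slide is argued against, since the lowest share among the other miR-1225-3p arrays of that slide was 1.13. A dim array is argued against too, as 53.85% of its spots were well above background, more than on the other miR-1225-3p arrays. The share of 0.0331 is what RNA without effective mimic or a single wrong label would give, and this remains a hypothesis. The arrays do not measure the mature microRNA, so a failed transfection and a wrong label are both open, as is a culture that did not respond. The paper shows higher miR-1225-3p in the transfected group by qRT-PCR (Fig. 4B), as a mean over the group.

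The paper discusses MT1X alone among metallothioneins, and 9 of the 10 metallothionein genes tested were called lower in miR-1225-3p transfected cells, with a median log2 fold change of -0.99. The list moved as a set with p = 1.4e-05 from camera (7e-05 adjusted over the lists tested) and p = 0.00115 from fry, though with an estimated correlation camera gave p = 0.121. Lower metallothionein expression is therefore a possible explanation for the fall of MT1X, but MT1X is in the list, and these genes have near-identical copies whose probes could take signal from each other, which was not tested. The direction was kept under the 75th percentile, quantile and no normalization, with medians of -0.44, -0.80 and -0.87. Without miR-1225-3p replicate 5 the median was -1.09.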

How the results depend on the processing

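The alternatives chosen after seeing the data were normexp on the median signal and the combination of the authors' values, no filter and the methods' t-test. The other alternatives were set before the data were examined. The planned normexp on the mean signal and the seed matches of miR-1225-3p were not run. The lists were not tested under the methods' t-test or limma with trend and robust eBayes.

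The number of genes at an FDR of 5% was 1266 without normalization, 3411 without a filter on dim probes, 11757 with array weights and 2559 with the combination chosen after seeing the data. It was between 2151 and 9564 when each array was left out. The number with a fold change over 2 was 1266 without normalization, 1180 with normexp on the median signal, 1920 without a filter, 1619 with probes well above background on all 10 arrays, 1964 by the methods' t-test, 4829 with array weights and 983 with the combination, and between 1252 and 4840 when each array was left out. Table S1 genes called numbered 2, 16 and 54 without normalization, without a filter and with array weights, and between 10 and 44 when each array was left out. Limma's treat, which tests against a fold of 1.2 in place of the filter on the fold change, called 1696 genes, of which 1385 had a fold change over 2. The cause was not tested, except that fewer genes are tested or fewer arrays used in some of these. The methods' t-test called 4677 genes after Benjamini-Hochberg adjustment and 8284 at an unadjusted p under 0.05.

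The share of lower genes among those called was 51.6% after cyclic loess, 36.2% with the 75th percentile, 40.9% with quantile normalization (3635 higher and 2511 lower) and 86.3% without normalization (174 higher and 1092 lower). The median log2 fold change over all genes was 0.16, 0.08 and -0.26 in these 3 settings. With a fold change over 2 there were 1726 higher and 1863 lower genes with the 75th percentile and 1363 higher and 1680 lower with quantile normalization, against 989 and 2028 after cyclic loess. Of the 6091 genes, 5234 were also called in the same direction with the 75th percentile and 5416 with quantile normalization.

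Replicate numbers did not pair the arrays. The correlation of same-numbered arrays' deviations from their group means was -0.217, -0.0756, -0.401, 0.0723 and -0.152. With the replicate number as a block, limma called 0 genes at an FDR of 5%, 0 with a fold change over 2 and 0 of Table S1. At an unadjusted p under 0.05 there were 7474 genes. MT1X, RAP2A, IFI6, BCR and PBXIP1 each had an adjusted p of 0.0518 from limma with this block, just above the threshold.

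PLAGL2 changed sign in several settings, with log2 fold changes of -0.31 without normalization, -0.027 with the authors' values, -0.70 with the mean of probes, -1.41 with the probe of smallest p, -0.047 with array weights and -0.015 with the slide as a block, and between -0.14 and 0.19 when each array was left out. PTGER3 changed sign with the probe, to 0.13 with the mean of probes and 1.2 with the probe of smallest p. It stayed between -1.36 and -0.85 when each array was left out. The median of the interferon-stimulated list was 0.19 with the 75th percentile. The median of the erythroid list was -0.0078 without normalization, -0.020 with probes well above background on all 10 arrays, -0.027 with the mean of probes and -0.081 with the probe of smallest p, and between -0.018 and 0.105 when each array was left out. None of these medians went with a camera p under 0.05. The metallothionein and megakaryocyte lists kept their direction and side of the threshold in all 24 settings they were tested in. RAP2A, IFI6, FCER1G, PTPN6, BCR and PBXIP1 kept their direction and their side of the threshold in every setting in which they were tested but the replicate block. The filter to probes well above background on all 10 arrays left out RAP2A, PTPN6 and PBXIP1. GUSB, an endogenous control, went past the threshold with the 75th percentile, at 0.98, with array weights, at 0.41, and without miR-1225-3p replicate 5, at 0.56. Signal over background limits RAP2A and PBXIP1, each well above background on 1 of 5 miR-1225-3p arrays.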

Differences from the paper's values

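The paper's number of genes at an FDR of 5% is 2642, against 6091 here. Of the alternatives set before the data were examined, no filter on dim probes gave 3411, within 1.5 times of the paper's value, as did leaving out miR-1225-3p replicate 2, 3 or 4 or scrambled replicate 1, 2, 3 or 4 (between 2151 and 3705), and the others did not. The combination of the authors' values, no filter and the methods' t-test gave 2559, and was chosen after seeing the values. The paper's number of upregulated genes is 1037, against 2947 here. Without miR-1225-3p replicate 2 or 3 it was 1196 or 1274, the combination chosen after seeing the values gave 1452, and the other alternatives did not come within 1.5 times. The paper's number of downregulated genes is 1605, against 3144 here. No normalization gave 1092, no filter 1521, probes well above background on all 10 arrays 2303, the methods' t-test 2035, leaving out miR-1225-3p replicate 1 or 4 2217 or 1754, leaving out scrambled replicate 1, 2, 3 or 4 between 1498 and 1714, and the combination chosen after seeing the values 1107. The others did not come within 1.5 times. The paper's number with a fold change over 2 is also 1037, against 3017 here. The paper gives the same number for upregulated genes and for genes past the fold change filter. A copying error is possible, so both comparisons with 1037 are uncertain. No normalization gave 1266, leaving out miR-1225-3p replicate 2 or 3 gave 1252 or 1291, and normexp on the median signal and the combination, both chosen after seeing the values, gave 1180 and 983. Limma's treat against a fold of 1.2 called 1696 genes, and 1385 of these, which is within 1.5 times, had a fold change over 2. The others did not come within 1.5 times.

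The paper's fold change for PTGER3 is 2.2 up, and the ratio here was 0.484. With the probe of smallest p it was 2.3, and no other alternative set before the data were examined came within 1.5 times. The paper's fold change for PLAGL2 is 2.7 down, and the fold on that scale here was 0.988. With the probe of smallest p it was 2.66, and no other such alternative reached it. The paper's number of genes of Table S1 past both filters is 7, against 12 here. It was 8 with quantile normalization, no filter or probes well above background on all 10 arrays, 9 with the mean of probes or the methods' t-test, 10 with the slide as a block, between 5 and 9 when single arrays other than miR-1225-3p replicates 1 and 5 were left out, and 6 with the combination chosen after seeing the values. The others did not come within 1.5 times.

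The qRT-PCR levels in the paper's figure, relative to scrambled cells, are another assay than the arrays. The paper's level is about 0.66 for MT1X in Fig. 4C, read by eye, against 0.393 on the arrays, about 0.76 for PTPN6 against 0.262, about 0.79 for IFI6 against 0.0666, about 0.85 for FCER1G against 0.313, and about 0.88 for RAP2A against 0.0358. The level of RAP2A on the arrays rests on signals near the background, well above it on 1 of 5 miR-1225-3p arrays, and was 0.252 with normexp on the median signal, chosen after seeing the values. In Fig. 4E it is about 0.69 for PBXIP1 against 0.19 and about 1.3 for PHF20L1 against 2.64. For PLAGL2 in Fig. 4E it is about 0.70, within 1.5 times of the 1.01 of the brightest probe. That probe showed no change, with an adjusted p of 0.959 from limma, so the fall seen by qRT-PCR was not seen on it. The probe of smallest p gave 0.377 and the mean of probes 0.617. MT1X came within 1.5 times with the 75th percentile, at 0.626, with quantile normalization, at 0.458, and without normalization, at 0.467, and PHF20L1 with the mean of probes, at 1.42. Without normalization PHF20L1 was 2.08, which differs from the paper's level by less than the spread of replicates. With normexp on the median signal, chosen after seeing the values, PTPN6 was 0.539, PBXIP1 0.637 and PHF20L1 1.83. For the other genes no alternative did.

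The paper states that the 5 genes tested by qRT-PCR had fold changes above a set limit and signals above the median on each array. Here MT1X had a fold of 2.54 on its brightest probe, while its other kept probe fell 40.6-fold. RAP2A lay above the median on 6 of 10 arrays.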

Other observations

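The tests of the large rises, of the spike-ins, and of measurement error and uneven signal along transcripts were chosen after those results were seen. The fit with the slide as a block was among the alternatives set before the data were examined. Its use as a test of the slide as a cause was chosen afterwards. The splits of the arrays and the gene lists were set before their results were seen. That a list not called by camera is read as undecided, save for a rise of the megakaryocyte list, was settled after the values were seen. So was the reading of the spike-ins.

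Of 100 splits of the 10 arrays drawn, 2 gave as many called genes as the real split, itself included. Likewise 2 did for genes with a fold change over 2 and 2 for Table S1 genes. The other split, with 6609 genes, put scrambled replicate 5 in the place of miR-1225-3p replicate 5. Splits that kept miR-1225-3p replicates 1 to 4 together called between 3501 and 6609 genes, and 93 of the 100 called 0. These counts thus reflect how those arrays differ from the others. They cannot tell the labelled grouping from one with miR-1225-3p replicate 5 exchanged. Spike-in transcripts added with the label were at a log2 signal of 10.36 ± 0.209 on miR-1225-3p and 10.54 ± 0.285 on scrambled arrays (SD over 5 arrays each, two-sided exact permutation test, p = 0.278). No difference in labelling or hybridization strength was detectable, but 5 arrays against 5 leave a small one open. With the slide as a block 5278 genes were called, which argues against the slide as the whole cause. An effect of the mimic on the cells stays open, and so do differences in RNA quality, for which the deposited values used here give no measure.

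The largest rises shared an order of the miR-1225-3p arrays. Of 155 probes that rose over 4-fold, 118 (76.1%) had the order seen for BCR among the miR-1225-3p arrays, with replicate 3 highest and replicate 5 lowest, BCR's own included, against 11.5% of 982 probes that rose between 2- and 4-fold. That replicate 5 is lowest follows from its small share of the group difference and held for 93.2% of those smaller rises too. Of the 155, 36.8% matched a gene symbol and 41.3% were probes for long intergenic RNAs, against 72.5% and 12.9% of all kept probes. For 5 pairs a second probe of the same transcript was kept, and it rose in 0 of the 5. Among 227 pairs with a fall over 4-fold the second probe fell in 186 (Fisher's exact test, two-sided, p = 0.000256). Pairs were counted from each changed probe, so a transcript whose probes both fell over 4-fold counts more than once. The pairs are therefore not independent, and the p-value cannot be taken at face value. A candidate explanation is signal not from the transcript the probe was designed for, for which 0 of 5 is what it would give, although pairs are few and probe sequences were not used here. This bears on BCR, REP15 and BICC1, whose rise has no second probe kept. A rise of single transcript forms stays open.

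Probes of the same transcript changed unequally. Over 1155 transcripts with 2 probes well above background on all 10 arrays, 336 (29.1%) changed unequally at an FDR of 5% by limma. Of 100 splits of the arrays, 5 gave as many, so chance is not excluded by this share of splits. The other 4 put a scrambled array in the place of miR-1225-3p replicate 5, and 94 of the 100 gave 0 unequal transcripts by limma. The changes of the 2 probes correlated across transcripts with r = 0.381, and with 0.428 after correction for their standard errors, which argues against measurement error as the whole cause. Signal lost unevenly along transcripts and a change of transcript forms cannot be told apart, since the positions of probes were not used here, and 336 would be given by either.

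Gene lists were tested for the responses that IFI6 and PBXIP1 could belong to. A lower interferon response was not shown by limma's camera, with an adjusted p = 0.399 over the lists tested (0.185 before adjustment) and a median log2 fold change of -0.25 over 34 genes, 19 of them lower, whereas limma's fry gave an adjusted p = 0.0332 for a fall. Lower erythroid expression was not shown, with an adjusted p = 0.556 from limma's camera (0.445 before adjustment), an adjusted p = 0.216 from fry and a median of 0.04 over 24 genes. Higher megakaryocyte expression was not shown, with an adjusted p = 0.399 from limma's camera (0.239 before adjustment) and a median of -0.60 over 13 genes, whereas fry gave an adjusted p = 0.0035 for a fall. For the megakaryocyte list 9 of the 13 genes were lower, and its median was below 0 in all 24 settings. With the result from fry this argues against a rise of that list as a set, although 4 genes were higher, 2 of them called. The interferon and erythroid lists do not decide whether such responses occurred.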
